# Voluntary Wheel Running Did Not Alter Gene Expression in 5xfad Mice, but in Wild-Type Animals Exclusively after One-Day of Physical Activity

**DOI:** 10.3390/cells10030693

**Published:** 2021-03-20

**Authors:** Anna Wierczeiko, Lena Gammel, Konstantin Radyushkin, Vu Thu Thuy Nguyen, Hristo Todorov, Susanne Gerber, Kristina Endres

**Keywords:** physical activity, Alzheimer’s disease, 5xFAD, chronic, acute, wheel running

## Abstract

Physical activity is considered a promising preventive intervention to reduce the risk of developing Alzheimer’s disease (AD). However, the positive effect of therapeutic administration of physical activity has not been proven conclusively yet, likely due to confounding factors such as varying activity regimens and life or disease stages. To examine the impact of different routines of physical activity in the early disease stages, we subjected young 5xFAD and wild-type mice to 1-day (acute) and 30-day (chronic) voluntary wheel running and compared them with age-matched sedentary controls. We observed a significant increase in brain lactate levels in acutely trained 5xFAD mice relative to all other experimental groups. Subsequent brain RNA-seq analysis did not reveal major differences in transcriptomic regulation between training durations in 5xFAD mice. In contrast, acute training yielded substantial gene expression changes in wild-type animals relative to their chronically trained and sedentary counterparts. The comparison of 5xFAD and wild-type mice showed the highest transcriptional differences in the chronic and sedentary groups, whereas acute training was associated with much fewer differentially expressed genes. In conclusion, our results suggest that different training durations did not affect the global transcriptome of 3-month-old 5xFAD mice, whereas acute running seemed to induce a similar transcriptional stress state in wild-type animals as already known for 5xFAD mice.

## 1. Introduction

As the population ages, the number of people with degenerative diseases is simultaneously increasing. Dementia is the fifth most frequent cause of death worldwide, with Alzheimer’s disease (AD) as the most prevalent type of dementia in the elderly [1]. AD is characterized by a progressive decline in memory functions, behavioral impairments, and the loss of social skills, which means that quality of life begins to deteriorate well before death [2,3]. Key neuropathological features of this devastating disorder include the accumulation of extracellular β-amyloid (Aβ) plaques, intracellular neurofibrillary tangles (NFT) composed of hyperphosphorylated tau proteins, and region-specific synaptic as well as cellular degeneration, together with an increase in inflammation and oxidative stress [4,5,6,7]. In addition, metabolic dysfunctions such as abnormal glucose uptake and brain insulin resistance, likely increasing degeneration and cognitive impairment, have also been described in AD patients [8]. Besides the known pathological hallmarks, the leading cause of progressive brain atrophy is still unknown, explaining the lack of successful AD treatments. It became, however, generally accepted that the underlying mechanisms are polyfactorial and depend on the complex interplay of multiple (partly unknown) genetic and non-genetic variables [9,10,11,12]. Furthermore, it is widely recognized that AD already seems to develop decades before clinical symptoms occur [13,14,15,16]. Since prophylactic pharmacological therapies in advance of a possible disease outbreak might be ethically not reasonable or hampered by lack of a long-term compliance, lifestyle-modifying interventions, and preventions such as diet and physical activity have become increasingly attractive in the neurodegenerative research field.

Physical activity (e.g., aerobic exercise or resistance training) has already been associated with several beneficial effects that reduce the risk of developing AD in both, humans and animal models [17,18,19,20]. The duration of physical activity being studied can be divided into acute, one single bout of physical activity, and chronic, consistent activity over an extended time period [21]. Several studies suggested that regular training can improve reaction time, increase the size of the hippocampus (the brain region mainly responsible for learning and memory), and delay age-related memory impairments as well as the overall cognitive decline in older individuals with and without mild-cognitive impairment (MCI) or early AD [18,22,23,24]. Even after just one exercise session, short- and long-term memory and immune cell function were presumably stimulated in normal aging and MCI cohorts [25,26,27]. In transgenic rodent AD models, chronically trained animals exhibited a reduction in Aβ deposition and tau phosphorylation, anti-inflammatory modifications, improved brain oxygenation, and general cognitive improvements as compared to sedentary littermates [13,28,29,30,31,32,33]. Furthermore, another study showed that only three days of voluntary wheel running was associated with enhanced neurogenesis in rats [34].

However, there is still insufficient evidence that physical activity provides an effective method of fighting AD, as there are also several studies that have not observed a positive link between physical activity and brain function improvement [35,36,37,38,39]. Recently, Hansson et al. conducted a large longitudinal study over 20 years that indicated no reduction in the frequency of developing AD by comparing exercising participants (*n* = 197,685) with sedentary individuals (*n* = 197,684) [37]. The same results were obtained in a subsequent study on chronically trained AD model mice (5xFAD) [37]. The evaluation of neuroinflammation and non-cognitive parameters in voluntarily running young 5xFAD mice, in which no pathological features had yet developed, also showed no changes compared to sedentary mice. Moreover, signs of disease acceleration could even be identified within the trained transgenic group [38]. The inconsistency of physical activity effects on cognitive function and AD could likely be explained by different starting points such as age or disease state, duration (e.g., acute or chronic), and activity types [18].

On the neurochemical level, specific neurotransmitters, neuromodulators, and lactate concentrations were shown to increase after short and long-term exercise [40]. Furthermore, some genes and proteins that are predominantly involved in neurogenesis were suggested to be differentially expressed after both, acute and regular physical activity, in humans and in animal models, with brain-derived neurotrophic factor (BDNF) being the most prominent [34,41,42]. The global transcriptional response to different types of physical activity in AD has rarely been investigated. To better understand the molecular biology behind physical activity in AD, we examined in this study the blood and brain lactate levels as well as the transcriptomes of 3-month-old transgenic 5xFAD and wild-type mice after one day (acute) or four weeks (chronic) voluntary wheel running. Comparing the gene expression of 5xFAD mice at an age at which the pathology is not severely manifested with age-matched controls could provide further insights into fundamental molecular mechanisms of short- and long-term exercise in both AD and healthy individuals.

## 2. Materials and Methods

### 2.1. Animals

Male B6SJL-Tg(APPSwFlLon, PSEN1*M146L*L286V)6799Vas/Mmjax (5xFAD) mice (Jackson Lab, Bar Harbor, Maine, USA) were crossbred with female C57BL/6J mice and maintained as heterozygous transgenics on the C57BL/6J background. The animals were single-caged in type II cages with a 12-h day/night cycle. Food and water were available ad libitum. The non-transgenic littermates were used as the control. All procedures were performed in accordance with the European Communities Council Directive regarding care and use of animals for experimental procedures and were approved by local authorities (Landesuntersuchungsamt Rheinland-Pfalz; approval number G 14-1-087). Mice were randomly assigned to three groups: untrained (sedentary), access to a saucer wheel (15-cm diameter; med associates Inc.) for 30 days, or access to a saucer wheel for 18 h before sacrifice. The saucer wheel contained a WLAN connection to a computer for measuring running counts. Food consumption and body weight were assessed regularly.

### 2.2. Tissue Preparation

Mice were sacrificed after isoflurane anesthesia, and truncal blood was collected. Blood glucose was measured immediately from two independent droplets with an AccuCheck mobile device (Roche). Heart, muscle, abdominal fat, and the left brain-hemisphere were dissected and shock-frozen in liquid nitrogen with subsequent storage at −80 °C. The right hemisphere was cut into small cubicles and incubated at Room Temperature for 20 min in RNAlater (Qiagen, Hilden, Germany) before being stored at −80 °C. Serum was obtained from truncal blood by two-times centrifugation after clotting and stored at −80 °C.

### 2.3. Lactate Measurement

Brain samples were homogenized with a Tissue Lyzer, and stainless-steel beads (Qiagen, Hilden, Germany) in 600 µL 0.5M KH_2_PO_4_-buffer supplemented with protease inhibitor (cOmplete, Roche) pH7 for 5min at 50 Hz. 20 µL of the homogenate and 2.5 µL of serum were subjected to the enzymatic assay.

Lactate was measured following the protocol from Lin and colleagues [43]. In brief, the assay uses coupling of lactate-oxidase and peroxidase for the conversion of 2,2′-azino-bis (3-ethylbenzothiazoline-6-sulfonic acid) (ABTS, Sigma Aldrich, Steinheim, Germany). As a standard, lithium-lactate was used, and the absorbance of the chromogenic product was measured at 405 nm. The protein content of all samples was assessed with Roti-Nanoquant (Roth) and used for normalization.

### 2.4. RNA-Seq Library Preparation and Sequencing

Next-generation sequencing library preparation was performed with Illumina’s TruSeq stranded mRNA LT Sample Prep Kit following Illumina’s standard protocol (Part # 15,031,047 Rev, E). The libraries were prepared with a starting amount of 302 ng and amplified in 12 PCR cycles, profiled in a DNA 1000 Chip on a 2100 Bioanalyzer (Agilent Technologies) and quantified using the Qubit dsDNA HS Assay Kit, in a Qubit 2,0 Fluorometer (Life technologies). All 24 samples were pooled in equimolar ratio and sequenced on 1 NextSeq 500 Highoutput FC, PE for 2 × 42 cycles plus 7 cycles for the index read.

### 2.5. RNA-Seq Analysis

After merging five technical replicates and down-sampling one sequencing file, the reads were trimmed using BBDuk (version 38.06) [44]. For the differential expression analysis, the trimmed reads were mapped to the UCSC reference genome of *Mus musculus* obtained through Illumina iGenomes (version mm10, latest release in May 2012) [45], using the splice-aware mapper STAR (version 2.7.0d, default options of 2-pass mapping) [46]. The aligned reads were then counted per gene and sample (based on the mm10 UCSC annotation file from iGenomes) using FeatureCounts provided by SubRead (version 1.6.2, default options for single-end reads) [47].

The differential expression analysis (DEA) was done in R (version 4.0.3) and RStudio (version 1.3.1073) using the R package DESeq2 (version 1.30.0) [48,49,50]. In order to reduce the impact of extreme expressions, three genes, Psen1, App, and Thy1, which are known to be highly differentially expressed due to the genotype of 5xFAD mice [51], were removed from the count tables. The normalized gene counts of these marker genes can be found in Supplementary Figure S1. After normalizing the filtered gene counts by the size factors provided by DESeq2, a principal component analysis was performed for all mice and each genotype separately [52]. Additionally, PCA was conducted based on the separate training groups and is shown in the Supplementary Figure S2. The *p*-values of the DEA were adjusted using the Benjamini–Hochberg method, and the cut-off for significant differential regulation was set at adjusted *p*-value < 0.05 [53].

Gene Ontology (GO) term enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were performed for all subsets of differentially regulated genes using the R package clusterProfiler (version 3.18.0) [54]. Furthermore, the gene subsets were examined for brain cell-type enrichment using the Fisher’s Exact Test implemented in R [55]. The cell-type-associated gene list consisted of five brain cell types, including neurons, astrocytes, oligodendrocytes, microglia, and endothelial cells, and is based on a previously published brain transcription analysis [56,57]. The gene universe (i.e., the gene’s background set for the statistical analysis) was set to the genes considered for the differential expression analysis for all tests. After adjusting the *p*-values of the overrepresentation test using the Benjamini–Hochberg method, the terms with an adjusted *p*-value < 0.05 were considered as significantly enriched.

All plots were created using the R packages ggplot2 (version 3.3.2) and venn (version 1.9) [58,59]. The raw fastq files and the count table were uploaded to Gene Expression Omnibus (GEO) under the accession number GSE164798 (see Data Availability Statement).

## 3. Results

### 3.1. Voluntary Running Wheel Usage in 5xFAD Mice

Physical activity has often been discussed as beneficial in AD or animal models of the disorder. To analyze the potential impact of acute and chronic physical voluntary training, we investigated male mice with the 5xFAD genotype and their wild-type littermates, starting at the age of 2 months. At this age, no behavioral deficits have been reported in the mice; however, deposition of Aβ is observable already at 1.5 months of age [51]. Mice were single-caged and divided into three groups: an untrained group with no access to a saucer wheel, a chronically trained group with full access over the 30 days of the experiment, and the third group with access only within the last night before sacrifice (see Figure 1A). Running activity was assessed by a wireless reporting system: within the first night after adding the saucer wheel, animals of both genotypes quickly adjusted to the new enrichment during the first hours after being exposed to the saucer wheel. This is indicated by a significant count increase in both genotypes starting at 22 p.m. (comparison vs. starting point at 10 a.m., Figure 1B). No apparent differences occurred in the starting phase in both genotypes despite slight but non-significantly higher arousal in 5xFAD mice. Approximately 150 counts for wheel turning per hour were reached at 12 a.m. With prolonged access to the saucer wheel, counts as high as 2800 per hour were reached on average (Figure 1C) with a clear peak in the early dark phase (between 6 and 10 p.m). 5xFAD mice showed a statistically significant elevation of wheel usage at several points of time, resulting in an increased mean running distance (5xFAD: 8.6 ± 0.32 km per night, wild-type: 7.5 ± 0.41 km per night) but no change in the circadian rhythm of usage.

### 3.2. Physical Parameters of 5xFAD Mice under Acute and Chronic Saucer Wheel Usage

Physical activity might affect general parameters such as body weight or feeding behavior (caloric intake) that must be considered. Therefore, body weight was measured twice weekly. As depicted in Figure 2A and reported previously [60], male 5xFAD mice, in general, had a lower body weight as compared to wild-type controls at the age of 2 months but also at the end of the experiment. However, body weight did not change due to the respective activity group. Food consumption was elevated in both chronic training groups independently of the genotype when comparing with the starting point and the end of the experiment (Figure 2B). Interestingly, the increase in food intake was smaller in chronically trained 5xFAD males than in their wild-type littermates. Within the last night, the acute training phase led to a slight non-significant increase in food consumption in both groups.

Next, we aimed at quantifying parameters that characterize the training effect in the three groups of mice. For this purpose, blood glucose levels were measured from truncal blood upon sacrifice and the weight of the Gastrocnemius muscle, the heart, and abdominal fat mass was determined (Figure 3). Animals of all three groups were sacrificed in an alternating order to prevent circadian effects. As expected, we observed a reduction in fat mass with regular training (as seen in Figure 3D) and an increase in heart mass (Figure 3B). These parameters were comparable for both genotypes even though the heart mass elevation was not statistically significant in transgenic mice.

More astonishing was the effect of acute saucer wheel training on 5xFAD mice: in all examined parameters, the acutely trained group of 5xFAD males differed from their wild-type littermates. For example, the increase in blood glucose levels that was only subtly observable in wild-type mice reached statistical significance in transgenic animals (Figure 3A). The heart mass was reduced in the acutely trained transgenic animals compared to controls (Figure 3B). Moreover, we measured significantly lower abdominal fat mass amounts relative to the wild-type animals after acute training (Figure 3D). All these findings lead to the assumption that 5xFAD mice differ metabolically from their wild-type littermates.

An important metabolite for brain homeostasis that has only gained attention within the last few years is lactate. Both genotypes were indistinguishable in terms of serum lactate (Figure 4A). However, the lactate level of brain homogenates was quite striking in the AD mouse model: while chronic activity displayed no effect at all as compared to untrained mice, the acute physical activity for 18 h resulted in doubled lactate levels (Figure 4B), indicating that the physical activity had a direct effect not only on muscle or heart weight but also on brain metabolism.

### 3.3. RNA-Seq Analysis of 5xFAD and Wild-Type Mice with Chronic and Acute Physical Activity

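The 24 RNA libraries came from 1 brain hemisphere each of male 5xFAD mice, which carry mutated human APP and PSEN1 under the Thy1 promoter, and male wild-type littermates. Mice were 3 months old at sacrifice. They had no wheel (sedentary), a saucer wheel for 30 days (chronic) or a saucer wheel for the last 18 h (acute), with 4 mice in each of the 6 groups. Libraries were made with a stranded TruSeq mRNA kit and read from both ends. The deposited table holds the authors' featureCounts counts for 24421 genes, with library totals from 14514956 to 23095891 reads. Groups were compared with edgeR quasi-likelihood tests on all 24 libraries, without Psen1, App and Thy1, and p was adjusted over the 15214 genes tested. A gene was called at an adjusted p below 0.05, and each log2 fold change compares the first-named group with the second. Group values are counts scaled to a common library size, given as mean and SD, and "wild-type acute 2" means replicate 2 of that group. Gene lists were tested with limma's camera at a preset correlation between genes of 0.01, and again with a correlation estimated from the data. The lists were written before the counts were examined but after the paper's tables had been read. They are therefore not independent of the paper's results. Counts "adjusted over the list alone" correct p over the members of that list. A GC content and length offset repeated each test after removing, per library, smooth trends of expression along both measures. With 4 libraries against 4, 2.86% of unchanged genes would by chance have groups that do not overlap.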

To unravel if the pronounced impact of acute training on 5xFAD mice also corresponded to transcriptomic changes, we employed high-throughput sequencing of RNA extracted from the preserved brain hemispheres of the transgenic and wild-type mice.

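Of the 24421 genes in the deposited table, 24418 remained without Psen1, App and Thy1, and 15214 passed edgeR's expression filter. Genes with at least 1 read numbered 16316 in wild-type chronic 2, the lowest, and 17795 in 5xFAD sedentary 4, the highest. The 10 most abundant genes took 3.77% to 6.46% of reads.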

After normalization and filtering of the aligned RNA-seq reads by DESeq2, 20,132 of 24,418 genes returned a non-zero total read count. First, we performed a principal component analysis (PCA) [52] to determine whether the highest variances within the gene counts were related to genotype and training differences. 

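Wild-type acute libraries lay at −2.82, 11.5, 17.6 and 9.66 on PC1 of all 24 libraries, against −12.1 to −3.98 for wild-type sedentary and −14.1 to 4.85 for wild-type chronic (n = 4 each). In 5xFAD mice each group spanned most of the axis: −11.4 to 10.0 for sedentary, −10.3 to 18.7 for chronic and −15.8 to 17.8 for acute. PC1 of the 500 most variable genes after DESeq2's blind variance-stabilizing transformation held 71.7% of their variance. It held 34.6% with log2 counts and 38.9% after the GC content and length correction. Each library's slope of expression along gene GC content, per 10 percentage points, was −0.34 to −0.11 log2 units in wild-type acute. It was 0.014 to 0.29 in wild-type sedentary and −0.017 to 0.45 in wild-type chronic. Slopes ran from −0.26 to 0.35 in 5xFAD sedentary, −0.34 to 0.25 in 5xFAD chronic and −0.45 to 0.34 in 5xFAD acute.

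**Figure D1:**
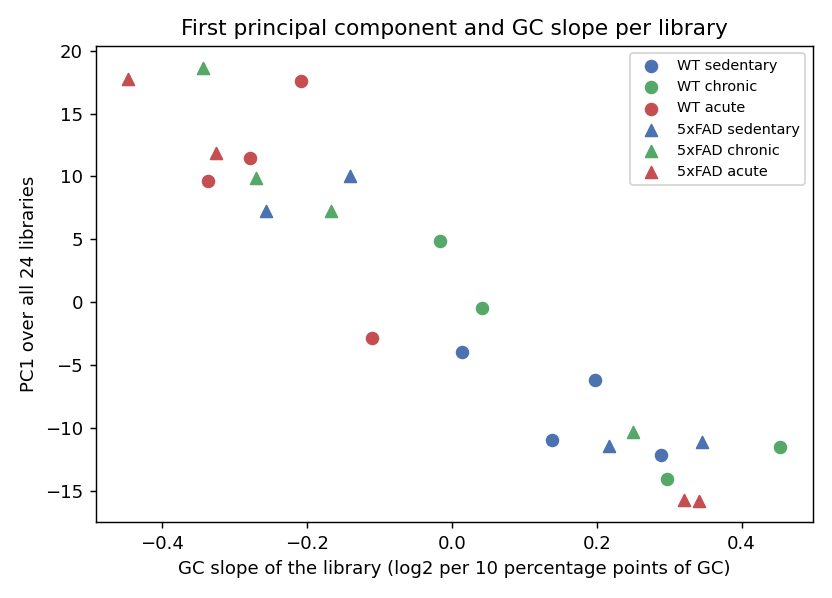
PC1 of all 24 libraries (y axis) against each library's slope of expression along gene GC content, in log2 units per 10 percentage points (x axis), for the 6 groups of 4 mice. Wild-type acute slopes ran from −0.34 to −0.11.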

In the PCA, including all samples, principal component 1 (PC1) captured 70% of the variance in the data (Figure 5A). 

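Wild-type sedentary libraries lay between −5.36 and −2.18 on PC2 and 5xFAD sedentary libraries between −0.30 and 4.70, so these 2 groups did not overlap (n = 4 each). Chronic groups did not overlap either, at −9.32 to −1.77 in wild-type mice and −1.28 to 6.72 in 5xFAD mice. Acute groups overlapped, at −3.99 to 4.34 in wild-type mice and −0.91 to 9.28 in 5xFAD mice. PC2 held 9.7% of the variance.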

Along PC2, which accounted for 9% of the variance, wild-type mice were partially separated from the 5xFAD mice, indicating genotype-associated differences. Within the 5xFAD mice, the training groups did not cluster together based on the first and second PC and the first PC already captured 90% of the variance (Figure 5B). This indicated that the effect of training on the brain transcriptomic profile was relatively small in comparison to general biological differences in 5xFAD mice. 

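Among the 12 5xFAD libraries alone, PC1 held 87% of the variance and PC2 6.2%. PC1 was 7.96, −12.3, −13.0 and 6.72 in 5xFAD sedentary libraries 1 to 4. It was −13.6, 17.4, 6.27 and 9.76 in 5xFAD chronic and −20.0, −18.5, 11.4 and 17.8 in 5xFAD acute. The ranges of the 3 training groups overlapped, and the spread within each group exceeded the distance between group means. GC slopes also parted 5xFAD acute mice, at 0.34 and 0.32 in libraries 1 and 2 and −0.33 and −0.45 in libraries 3 and 4. PC1 held 44.9% with log2 counts and 49.2% with log2 CPM after the GC content and length correction, again on another scale. From this PCA the paper reasons that in 5xFAD mice the effect of training was relatively small next to general biological differences.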

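Wild-type acute libraries 1 to 4 lay at 1.52, 12.8, 22.8 and 9.34 on PC1 of the 12 wild-type libraries. Wild-type sedentary libraries lay at −8.88, −3.84, −4.20 and −8.72, and wild-type chronic libraries at 6.16, −13.7, −1.34 and −11.8. Wild-type chronic 1 thus lay above wild-type acute 1 on this axis, while all 4 sedentary libraries lay below all 4 acute ones. PC2 placed acute libraries at 8.51, 4.05, −6.03 and 4.64, and the other 8 wild-type libraries between −4.59 and 2.21. PC1 held 68.5% of the variance and PC2 10.5%. With log2 counts PC1 held 35.9%, and with log2 CPM after the GC content and length correction 44.2%.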

We observed the same trend for untrained and chronically trained wild-type mice, whereas all acutely trained wild-type mice were clearly separated from animals exposed to chronic or no training.

#### 3.3.1. Differential Expression Analysis between Different Physical Activity Levels in 5xFAD and Wild-Type Mice

In order to investigate the impact of different levels of physical activity on RNA expression regulation, we compared the transcriptomes of the different activity groups in either 5xFAD or wild-type mice. 

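Bdnf, a growth factor linked to exercise, measured 363 ± 63.1 in 5xFAD sedentary, 400 ± 43.7 in chronic and 350 ± 94.5 in acute mice (SD, n = 4 each). Its log2 fold change was −0.054 (standard error 0.16, adjusted p = 1) for acute against sedentary and 0.14 (standard error 0.16, adjusted p = 0.801) for chronic against sedentary. Gfap, an astrocyte filament gene, differed by 0.32 (standard error 0.14, adjusted p = 1) for 5xFAD acute against chronic and by −0.56 (standard error 0.14) for chronic against sedentary. For Cst7, the microglial protease inhibitor cystatin F, chronic against sedentary gave −1.12 (standard error 0.38, adjusted p = 0.787). EdgeR called 0 genes in acute against sedentary, 0 in acute against chronic and 0 in chronic against sedentary 5xFAD mice. Raw p lay below 0.05 for 216, 225 and 630 genes. DESeq2 on all 24 libraries called 1 (Chgb), 0 and 0 genes, and limma-voom with quality weights called 0 in each. Counts of 0 do not show that the groups were equal. In data simulated from the means and dispersions of all 24 libraries, changes of 0.5 log2 units were put into the wild-type acute libraries. Against wild-type sedentary libraries (4 and 4) they were called in 33 of 100 genes, and in 18 of 100 with a GC trend added per library. Genes were drawn independently, so this does not give the power of the 5xFAD comparisons.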

Interestingly, no transcriptional differences could be detected among the pairwise combinations of sedentary, acutely and chronically trained 5xFAD mice using an adjusted *p*-value (*p*-adj.) < 0.05 except for one gene—Secretogranin-1 (Chgb) (Supplementary Figure S3). Chgb is a neuroendocrine secretory granule protein that was significantly downregulated in 5xFAD mice with one day of wheel running compared to those with no training (*p*-adj. = 0.02, log2 fold change (LFC) = −0.275). Furthermore, the difference was almost statistically significant comparing acutely trained vs. untrained mice (*p*-adj. = 0.093, LFC = −0.258). 

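Chgb (chromosome 2, 132781278 to 132795072) measured 7484 ± 126 in 5xFAD acute and 9085 ± 421 in 5xFAD sedentary mice (SD, n = 4), and the groups did not overlap. Its log2 fold change was −0.28 (standard error 0.068). EdgeR gave adjusted p = 1, while DESeq2 on all 24 libraries gave adjusted p = 0.0201. In the secretory granule list (30 genes) 0 passed by the all-gene p, and adjusted over the list alone 1 did, Chgb, which was lower.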

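In 5xFAD chronic mice Chgb measured 8934 ± 539 (SD, n = 4). Acute against chronic gave a log2 fold change of −0.26 (standard error 0.068, edgeR adjusted p = 1), and these groups did not overlap. DESeq2 gave adjusted p = 0.093 for this contrast with chronic mice. Chgb passed over the secretory granule list alone, the 1 lower gene of 30.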

Among the wild-type mice, the acutely trained animals displayed an altered expression pattern compared to both sedentary and chronically trained mice with 835 and 1617 differentially expressed genes, respectively (DEGs) (Figure 6A–D; Supplementary Table S1). Out of these genes, 595 were commonly up- or downregulated in 4-week trained and untrained mice compared to wild-type animals with one day of wheel running (Figure 6D). These results indicated that acute or persistent physical activity did not alter the basic gene regulation of transgenic mice. In contrast, acute activity was associated with a pronounced effect on gene regulation in wild-type mice.

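Ier5l, a nuclear protein gene related to immediate early response 5 (chromosome 2, 30472641 to 30474199), measured 60.7 ± 11.0 in wild-type acute, 269 ± 28.4 in sedentary and 264 ± 58.2 in chronic mice (SD, n = 4 each). Its log2 fold change was −2.14 (standard error 0.26, adjusted p = 0.000444) against sedentary and −2.12 (standard error 0.26, adjusted p = 0.00029) against chronic mice. Pcsk1n, which encodes proSAAS, a granin-like inhibitor of a prohormone convertase (chromosome X, 7919822 to 7924410), fell to 1993 ± 362 from 11050 ± 2550 in sedentary and 13390 ± 4580 in chronic mice (SD, n = 4 each). C1qtnf4, a secreted C1q- and TNF-related protein gene (chromosome 2, 90885786 to 90890526), fell by 2.04 log2 units against sedentary mice (standard error 0.29, adjusted p = 0.00231). Against chronic mice it fell by 2.36 (standard error 0.30, adjusted p = 0.00029). Scand1, a SCAN domain gene (chromosome 2, 156311846 to 156312704), Nptxr, the neuronal pentraxin receptor, and Prr7, a synaptic membrane protein gene, were also among the 6 lower genes with the smallest p in both comparisons. Against sedentary mice they gave Scand1 (−2.85 ± 0.43, 0.00231), Nptxr (−4.10 ± 0.60, 0.00231) and Prr7 (−1.85 ± 0.28, 0.00231) (log2 fold change ± standard error, adjusted p). Nptxr, Scand1, Pcsk1n, Ak6, Derl2 and Mak16 overlap another gene (Npcd, Cnbd2, Eras, Taf9, Mis12 and Tti2). Counting with featureCounts' default options, which the paper names, ignores the strand, so their reads are less certain.
Higher against sedentary mice with the smallest p were Cabyr (1.68 ± 0.35, 0.0171), Rad52 (0.58 ± 0.13, 0.0258), Mertk (0.57 ± 0.13, 0.0294), Ak6 (0.51 ± 0.12, 0.0304), Dbi (0.58 ± 0.14, 0.0304) and 2010107E04Rik (0.35 ± 0.084, 0.0304) (log2 fold change ± standard error, adjusted p). Cabyr binds calcium, Rad52 acts in DNA repair, Mertk is a phagocyte receptor kinase, Ak6 an adenylate kinase, Dbi the diazepam-binding inhibitor and 2010107E04Rik a small mitochondrial protein gene. The call of Cabyr ended without wild-type sedentary 1 or 4 or wild-type acute 2 (adjusted p up to 0.0601). Rad52 and Dbi passed only with wild-type sedentary 1, 2, 3 and 4 and wild-type acute 2 and 3 kept (adjusted p up to 0.0979 without 1 of them). Mertk did not pass without wild-type sedentary 1, 2 or 3 or wild-type acute 2 or 4 (adjusted p up to 0.11). Ak6 lost its call without wild-type sedentary 1, 2, 3 or 4 or wild-type acute 1 or 2 (adjusted p up to 0.0993). The call of 2010107E04Rik ended without wild-type sedentary 1, 2, 3 or 4 or wild-type acute 1, 2 or 4 (adjusted p up to 0.0893). The GC content and length offset also ended the calls of Ak6 (adjusted p = 0.203) and 2010107E04Rik (adjusted p = 0.0691).
Against chronic mice the 6 higher genes were Abca9 (0.69 ± 0.14, 0.00844), Elovl2 (0.43 ± 0.094, 0.0108), Derl2 (0.48 ± 0.10, 0.0108), Prom1 (0.57 ± 0.13, 0.0111), Tlr13 (1.11 ± 0.25, 0.0115) and Mak16 (0.42 ± 0.094, 0.0122), on the same scale. Abca9 is a transporter, Elovl2 a fatty acid elongase, Derl2 a factor of endoplasmic reticulum degradation, Prom1 prominin 1, Tlr13 a Toll-like receptor and Mak16 a ribosome biogenesis factor. All 6 calls ended with the GC content and length offset, at adjusted p = 0.188, 0.603, 0.269, 0.107, 0.0693 and 0.341 in that order. Elovl2, Derl2, Prom1, Tlr13 and Mak16 did not pass without wild-type chronic 2 (adjusted p up to 0.0654).
EdgeR called 30 genes higher and 304 lower in wild-type acute against sedentary mice, and 118 higher and 839 lower against chronic mice. In wild-type chronic against sedentary mice it called 0 genes, with 503 at raw p below 0.05, while DESeq2 on all 24 libraries called 0 and limma-voom with quality weights 5. Called lower genes had a median GC content of 60.4% against sedentary mice, higher ones 46.6%, and all tested genes 51.1%. Median log2 fold changes against sedentary mice ran from 0.45 for genes of 35 to 40% GC to −0.74 for genes of 65 to 70%. After the offset 98 genes were higher and 239 lower against sedentary mice, and 96 and 256 against chronic mice. Only 14 higher and 158 lower genes against sedentary mice, and 12 and 222 against chronic mice, were called both with and without it. Higher genes after the offset had a median GC content of 58.6% and 59.9%, against 46.6% and 47.7% without it. The lower share was not stable against sedentary mice: edgeR on the compared groups only called 1742 higher and 1619 lower, DESeq2 on those groups 1976 and 1860, and limma-voom with quality weights 2906 and 3326. Other settings called 106 (with 1 surrogate variable) to 6232 genes (limma-voom with quality weights) against sedentary mice, and 239 (without the 6 merged or down-sampled libraries) to 3905 (limma-voom) against chronic mice. Both counts moved by more than 1.5 times with 1 library left out, to a low of 48 without wild-type acute 2 and a high of 1922 without wild-type chronic 1.

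**Figure D2:**
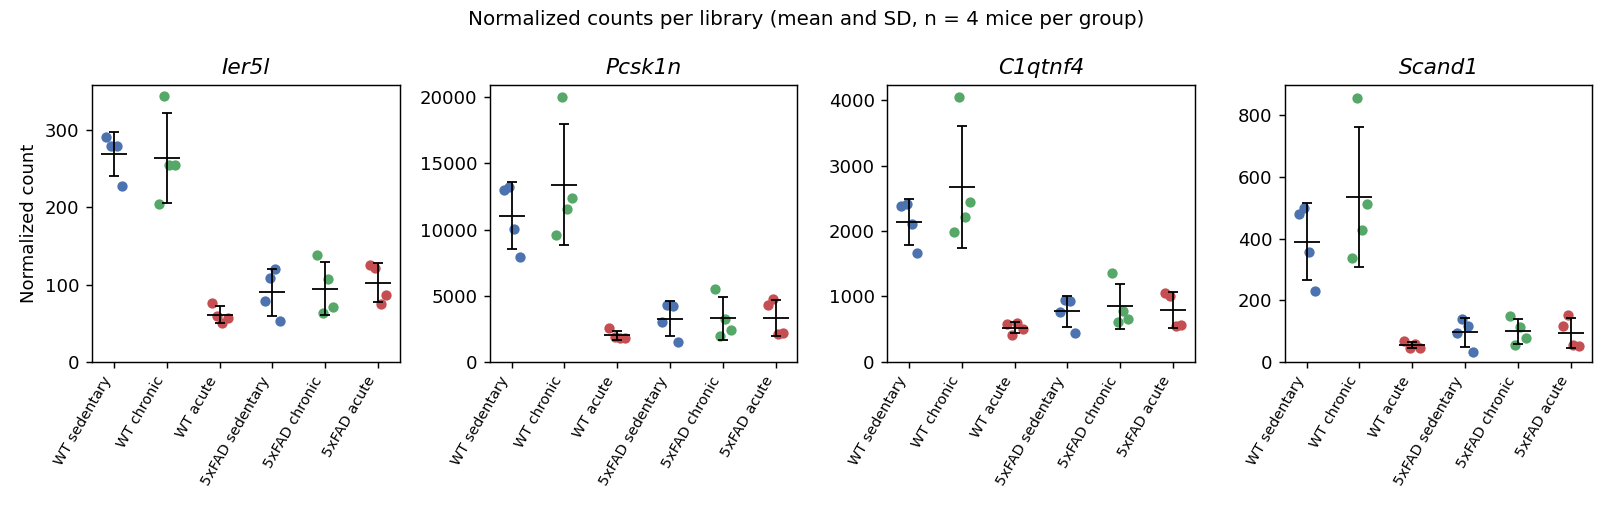
Scaled counts (y axis) of Ier5l, Pcsk1n, C1qtnf4 and Scand1 in the 24 libraries, by group (x axis), with mean and SD (n = 4). Ier5l in wild-type acute mice was 60.7 ± 11.0.

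**Figure D3:**
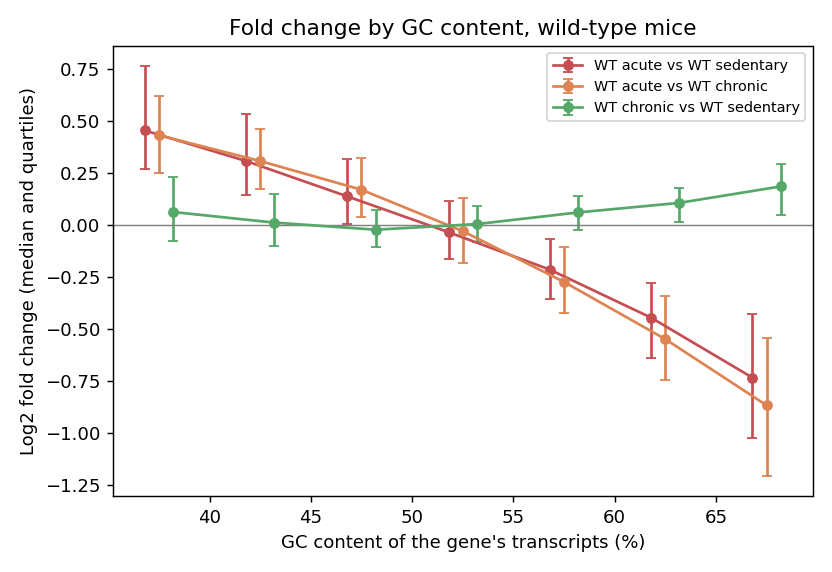
Median and quartiles of the log2 fold change (y axis) in bins of 5 percentage points of gene GC content (x axis) for the 3 wild-type comparisons. For acute against sedentary mice the medians ran from 0.45 to −0.74.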

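Called in the same direction against both sedentary and chronic wild-type mice were 279 genes, 6 higher and 273 lower in acute mice. The GC content and length offset gave 38 shared higher and 161 shared lower genes. Most of the higher genes that it called in either comparison had not been called without it. Without wild-type sedentary 1, 2, 3 or 4 the shared count was 61, 70, 155 or 172, without wild-type chronic 2 it was 145, and without wild-type acute 2, 3 or 4 it was 46, 146 or 121. Ier5l, Pcsk1n, C1qtnf4, Scand1, Nptxr and Prr7 were among the lower ones. Against chronic mice, Scand1 gave −3.30 (standard error 0.43, adjusted p = 0.000318), Nptxr −4.72 (standard error 0.59, adjusted p = 0.00029) and Prr7 −2.12 (standard error 0.28, adjusted p = 0.000318) as log2 fold changes. Independent lists of these sizes would share 0.233 higher and 16.8 lower genes (n1 × n2 / N, N = 15214). Both comparisons use the same 4 wild-type acute libraries. In 100 simulations all wild-type libraries, the acute ones included, were redrawn from 1 mean per gene, and 0 genes were shared in either direction. Genes varied independently there, without the PC1 axis of the real libraries. The simulations therefore do not measure what that axis passes to both comparisons through shared libraries. With the acute libraries split 2 and 2 between the comparisons, in 6 ways, 0 higher and 0 to 29 lower genes were shared. Such splits also call fewer genes: 0 to 88 were lower against sedentary and 54 to 360 against chronic mice. Their shared counts therefore do not show how much of the overlap came from shared libraries. Log2 fold changes correlated across genes at r = 0.862, against 0.502 in the simulations and 0.50 to 0.60 in the splits. Their covariance was 0.146, against 0.0284 simulated, a difference of 0.117; the splits gave 0.109 to 0.129.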

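Ier5l measured 90.1 ± 30.4 in 5xFAD sedentary, 94.6 ± 34.8 in chronic and 102 ± 25.1 in acute mice (SD, n = 4 each). Acute against sedentary gave a log2 fold change of 0.19 (standard error 0.25, adjusted p = 1), and acute against chronic 0.10 (standard error 0.25). Pcsk1n measured 3239 ± 1320, 3272 ± 1600 and 3330 ± 1370 in the same order, with 0.04 (standard error 0.34, adjusted p = 1) for acute against sedentary. For C1qtnf4 that contrast gave 0.045 (standard error 0.28, adjusted p = 1) and for Scand1 0.006 (standard error 0.41, adjusted p = 1). None of the 4 genes passed in any comparison between 5xFAD training groups.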

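Ier5l was the 1 gene called in the interaction of genotype with acute against sedentary training, at 2.33 (standard error 0.36, adjusted p = 0.0234). DESeq2 called 40 genes higher and 5 lower in this interaction. In both acute interactions the wild-type part sets libraries numbered 9 to 24 in the labels against libraries numbered 1 to 8. The 5xFAD part lies within numbers 9 to 24, so an effect of the numbers cannot be told apart from a genotype difference. The call of Ier5l ended without wild-type sedentary 1, 2 or 3 or wild-type acute 2, 3 or 4 or 5xFAD sedentary 1 or 5xFAD acute 1 or 2 (adjusted p up to 0.0977). For acute against chronic training 8 interactions passed, all positive: Mex3d, Amn, Fam43a, Ier5l, C1qtnf4, Scand1, Gm1673 and Pcsk1n. Here 6 of 100 splits, the real one included, called at least 8 genes, which leaves chance possible too. Scand1 gave 3.23 (standard error 0.59, adjusted p = 0.0463), Pcsk1n 2.77 (standard error 0.49, adjusted p = 0.0454), C1qtnf4 2.27 (standard error 0.41, adjusted p = 0.0454), Ier5l 2.22 (standard error 0.36, adjusted p = 0.0454), Gm1673, a predicted gene, 2.18 (standard error 0.38, adjusted p = 0.0454), and Mex3d, an RNA-binding protein gene, 1.11 (standard error 0.21, adjusted p = 0.0468). DESeq2 called 174 higher and 12 lower there. Mex3d, Ier5l, C1qtnf4, Scand1, Gm1673 and Pcsk1n lost their calls without wild-type chronic 2, 3 or 4 or wild-type acute 2, 3 or 4 or 5xFAD chronic 2, 3 or 4 or 5xFAD acute 1 or 2 (adjusted p up to 0.152). For chronic against sedentary training the interaction called 0 genes in edgeR (320 at raw p below 0.05) and 0 in DESeq2. EdgeR with the GC content and length offset called 40 interactions higher and 3 lower for acute against sedentary training, and 31 and 2 for acute against chronic training. Across the settings run the counts ranged from 0 (without the 6 merged or down-sampled libraries, among others) to 45 (DESeq2) for the former and from 0 (edgeR on the compared groups only, among others) to 350 (limma-voom with quality weights) for the latter. From these calls in wild-type mice beside the single gene found in 5xFAD mice, the paper reasons that activity did not change basic gene regulation in 5xFAD mice, and that acute activity went with a pronounced effect in wild-type mice.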

#### 3.3.2. Functional Annotation of the Altered Gene Expression of Acutely Trained Wild-Type Mice

To uncover the biological background of the transcriptional differences in wild-type mice possibly evoked by one day of voluntary wheel running, we applied the Gene Ontology (GO) term, KEGG pathway, and cell-type enrichment analyses to the significantly up- and downregulated genes that we found in either acute vs. sedentary or acute vs. chronic physical activity. All terms or cells with *p*-adj. < 0.05 were considered as significant based on the statistical overrepresentation test.

The genes that were upregulated in acutely trained wild-type mice were significantly enriched for GO terms mainly involved in Biological Processes of DNA metabolism and transcriptional regulation like “DNA repair” (*p*-adj. = 1.42 × 10^4^), “histone modification” (*p*-adj. = 2.16 × 10^2^), and “mRNA splicing, via spliceosome” (*p*-adj. = 1.22 × 10^4^) (Figure 6E; Supplementary Table S2). On the other hand, many enriched terms of the downregulated genes were involved in general neuronal mechanisms including “axonogenesis” (*p*-adj. = 3.46 × 10^8^), “post-synapse assembly” (*p*-adj. = 9.6 × 10^6^) and “regulation of neurotransmitter receptor activity” (*p*-adj. = 8.42 × 10^6^) (Figure 6E; Supplementary Table S2). 

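Rad52, a homologous recombination factor, and Mre11a, a nuclease of the double-strand break complex, were called higher in wild-type acute against sedentary mice among the 30 genes the study listed for DNA repair. Mre11a gave 0.54 (standard error 0.13, adjusted p = 0.0352), and Mre11a did not pass without wild-type sedentary 1, 2, 3 or 4 or wild-type acute 2, 3 or 4 (adjusted p up to 0.122). Fancd2 (0.63 ± 0.17, standard error) and Pms2 (0.49 ± 0.14) did not pass. Against chronic mice 7 of the 30 were called higher, and Rfwd3, a ubiquitin ligase, gave 0.46 (standard error 0.11, adjusted p = 0.0148). The call of Rfwd3 ended without wild-type chronic 2 (adjusted p up to 0.0654). With the GC content and length offset Rfwd3 (0.24, adjusted p = 0.19) did not pass. Against sedentary mice Rad52 did not pass without wild-type sedentary 1, 2, 3 or 4 or wild-type acute 2 or 3 (adjusted p up to 0.085), and Mre11a (0.34, adjusted p = 0.0832) did not pass with that offset. Adjusted over the list alone, 23 and 29 were higher, and their median GC content was 46.8%. After the GC content and length offset 1 and 0 of the 30 passed.
Of 21 genes the study listed for mRNA splicing, 0 passed against sedentary mice (8 in DESeq2, 15 adjusted over the list alone) and 4 against chronic mice (15 in DESeq2, 16 adjusted over the list alone). Those 4 were Luc7l (0.41 ± 0.10, 0.0201), Ddx17 (0.58 ± 0.17, 0.0419), Rbm17 (0.26 ± 0.079, 0.048) and Rbfox2 (0.22 ± 0.065, 0.0486) (log2 fold change ± standard error, adjusted p), and after the offset only Luc7l passed, at adjusted p = 0.0499. Luc7l passed only with wild-type chronic 2 and 4 and wild-type acute 2 and 4 kept (adjusted p up to 0.119 without 1 of them). Ddx17 and Rbfox2 did not pass without wild-type chronic 2, 3 or 4 or wild-type acute 2, 3 or 4 (adjusted p up to 0.2). Rbm17 lost its call without wild-type chronic 2, 3 or 4 or wild-type acute 1, 2, 3 or 4 (adjusted p up to 0.15). For histone H2A acetylation 0 of 5 passed in either comparison with edgeR, and DESeq2 called 2 and 3. Actl6a was nearest, with 0.39 (standard error 0.11, adjusted p = 0.0693) against sedentary mice. The study chose these genes on the same samples, so their direction is not independent evidence.
A DNA repair list of 65 genes was written apart from the study's terms, but after the paper's tables had been read. Against sedentary mice 2 of its genes were higher and 0 lower (5 and 0 adjusted over the list alone). The 2 were Rad52 and Mre11a, which the study also listed. This list's median log2 fold change was 0.21 (camera adjusted p = 0.000568, adjusted p = 0.678 with an estimated correlation and 0.000783 with the GC content and length offset). The histone modification list (47 genes) had a median of 0.15, higher by camera, though its 1 called gene, Hdac5, was lower (camera adjusted p = 0.0336, adjusted p = 0.836 with an estimated correlation and 0.142 with the GC content and length offset); its call ended without wild-type sedentary 3 or wild-type acute 3 (adjusted p up to 0.584). The spliceosome list had a median of 0.13 (camera adjusted p = 0.0767).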

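Lrrc4b, a synaptic adhesion gene, and Nefl, the light neurofilament, were called lower in wild-type acute against sedentary mice among the 66 genes the study listed for axonogenesis. Lrrc4b gave −0.92 (standard error 0.15, adjusted p = 0.00232), Nefl −0.83 (standard error 0.15, adjusted p = 0.00618), and Map1s, a microtubule-associated protein gene, −1.01 (standard error 0.18, adjusted p = 0.00616). Metrn, a glial secreted factor gene, gave −0.98 (standard error 0.21, adjusted p = 0.018). Metrn passed only with wild-type sedentary 1 and 2 and wild-type acute 2 kept (adjusted p up to 0.0834 without 1 of them). Of the 66, 10 were lower against sedentary and 38 against chronic mice (59 and 66 adjusted over the list alone), and Sema6b, a semaphorin gene, gave −1.04 (standard error 0.18, adjusted p = 0.00302) against chronic mice. Their median log2 fold changes were −0.50 and −0.57, and −0.17 and −0.22 after the GC content and length offset. With it 7 and 5 were lower, of which 6 and 5 were also called without it. Their median GC content was 59%.
Of 11 genes listed for postsynapse assembly, 3 were lower against sedentary mice, Nptxr, Lrrc4b and Lrfn1, and 9 against chronic mice, with 3 in each after the offset. Lrfn1, a synaptic adhesion gene, gave −0.87 (standard error 0.17, adjusted p = 0.0125). Lrfn1 did not pass without wild-type acute 2 (adjusted p up to 0.051). For neurotransmitter receptor activity 3 of 16 genes were lower against sedentary and 10 against chronic mice (1 and 4 after the offset). Prrt1, an AMPA receptor partner, gave −0.77 (standard error 0.20, adjusted p = 0.0438) and Crh, corticotropin-releasing hormone, −0.75 (standard error 0.20, adjusted p = 0.0486). The call of Prrt1 ended without wild-type sedentary 1, 2, 3 or 4 or wild-type acute 1, 2, 3 or 4 (adjusted p up to 0.124). Crh passed only with wild-type sedentary 1, 2, 3 and 4 and wild-type acute 1, 2 and 3 kept (adjusted p up to 0.133 without 1 of them). Prrt1 (−0.21, adjusted p = 0.145) and Crh (−0.72, adjusted p = 0.0588) did not pass with that offset. Cacng8, an AMPA receptor subunit gene, gave −0.63 (standard error 0.14, adjusted p = 0.0103) against chronic mice and turned to 0.23 (adjusted p = 0.332) with the offset. Cacng8 did not pass without wild-type chronic 2 (adjusted p up to 0.0597). The median GC content was 62.2% and 61.5% for these 2 terms. All 3 terms were chosen by the study on these samples and are not independent evidence of direction.
The lists that follow were written apart from the study's terms, but after the paper's tables had been read. In the postsynaptic list 0 genes were higher and 9 lower (1 and 16 adjusted over the list alone) against chronic mice. Its camera adjusted p was 0.0179, with 0.704 for an estimated correlation and 0.212 for the GC content and length offset. In the presynaptic list 0 genes were higher and 4 lower (0 and 8 adjusted over the list alone) there: Slc32a1, the vesicular GABA transporter, Syn1, Nrxn2 and Syngr3. Slc32a1 lost its call without wild-type chronic 2 (adjusted p up to 0.0505). The call of Syn1 ended without wild-type chronic 2 or wild-type acute 2, 3 or 4 (adjusted p up to 0.146). The calls of Slc32a1 (−0.25, adjusted p = 0.0988) and Syn1 (−0.33, adjusted p = 0.111) ended with the GC content and length offset. The list's camera test gave adjusted p = 0.00463, adjusted p = 0.704 with an estimated correlation and 0.0017 with the GC content and length offset, with a median log2 fold change of −0.18. Against sedentary mice its camera adjusted p was 0.0357 (0.836 with an estimated correlation and 0.141 with the GC content and length offset), and that call ended without wild-type sedentary 4 or wild-type acute 1, 2 or 3 (adjusted p up to 0.115). The axon growth list (45 genes) had 0 higher and 2 lower genes, Nefl and Unc5a, against sedentary mice (5 lower over the list alone) and a median of −0.075 (camera adjusted p = 0.0767).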

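Ndufb2, a subunit of respiratory complex I, fell in wild-type acute against sedentary mice, with a log2 fold change of −0.56 (standard error 0.14, adjusted p = 0.0465), and against chronic mice with −0.64 (standard error 0.14, adjusted p = 0.0134). Cox8a and Cox5b, subunits of cytochrome c oxidase, gave −0.94 (standard error 0.18, adjusted p = 0.00529) and −0.93 (standard error 0.19, adjusted p = 0.00817) against chronic mice. Hspa5, a chaperone of the endoplasmic reticulum, rose against chronic mice by 0.50 (standard error 0.12, adjusted p = 0.0144). Against sedentary mice Map3k10, a kinase, gave −0.74 (standard error 0.20, adjusted p = 0.0471), Ubqln2, ubiquilin 2, −0.43 (standard error 0.11, adjusted p = 0.0384), and Chchd10, a mitochondrial protein gene, −0.83 (standard error 0.21, adjusted p = 0.0407).
The calls of Ndufb2 and Ubqln2 ended without wild-type sedentary 1, 2, 3 or 4 or wild-type acute 2, 3 or 4 (adjusted p up to 0.152). Map3k10 and Chchd10 passed only with wild-type sedentary 1, 2, 3 and 4 and wild-type acute 1, 2, 3 and 4 kept (adjusted p up to 0.129 without 1 of them). Hspa5 lost its call without wild-type chronic 2 or wild-type acute 4 (adjusted p up to 0.082). The call of Ndufb2 ended without wild-type chronic 2 (adjusted p up to 0.0597). With the GC content and length offset Map3k10 against sedentary mice (−0.082, adjusted p = 0.571) and Hspa5 against chronic mice (0.31, adjusted p = 0.122) did not pass.
Of 45 genes the study listed under Huntington disease, 0 were higher and 2 lower against sedentary mice, and 3 higher and 19 lower against chronic mice. Under amyotrophic lateral sclerosis 52 genes gave 0 higher and 4 lower, then 3 and 19, and under Parkinson disease 38 genes gave 0 and 1, then 2 and 13. With the offset the 3 terms in that order gave 1 higher and 7 lower, 1 and 8, and 1 and 5 against sedentary mice, and 0 and 8, 0 and 9, and 0 and 5 against chronic mice. Of these lower genes 1, 4 and 1 were also called without it against sedentary mice, and 7, 7 and 4 against chronic mice, while none of the higher ones was. Many of these genes belong to all 3 terms, and the study chose them on the same samples.
In the oxidative phosphorylation list (73 genes), 0 genes were higher and 8 lower (1 and 10 adjusted over the list alone) against chronic mice, with a median of −0.22 (camera adjusted p = 2e-04, adjusted p = 0.704 with an estimated correlation and 0.251 with the GC content and length offset). Against sedentary mice the median was −0.16 (camera adjusted p = 0.00366, adjusted p = 0.908 with an estimated correlation and 0.146 with the GC content and length offset). That call ended without wild-type acute 3 (adjusted p up to 0.091).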

Interestingly, the KEGG pathway analysis of all acute-specific genes resulted in a significant enrichment of terms related to neurodegenerative diseases with a *p*-adj. < 0.05. Additionally, the “Spliceosome” pathway was also overrepresented in the acute-specific genes (*p*-adj. = 4.71 × 10^2^) (Supplementary Table S2). 

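Hspa1a, an inducible heat shock protein gene, was the 1 gene called among the 25 the study listed for the spliceosome in wild-type acute against sedentary mice, with a log2 fold change of −1.23 (standard error 0.19, adjusted p = 0.00232). Against chronic mice 1 was higher and 6 lower, among them Sf3b5 (−0.85 ± 0.20, 0.0146), Snrpa (−0.66 ± 0.17, 0.0217) and Pcbp1 (−0.62 ± 0.16, 0.0221) (log2 fold change ± standard error, adjusted p), which act in splicing or bind RNA. Sf3b5 passed only with wild-type chronic 2 and wild-type acute 2 kept (adjusted p up to 0.0703 without 1 of them). Snrpa did not pass without wild-type chronic 2 or wild-type acute 2 or 4 (adjusted p up to 0.128). Pcbp1 lost its call without wild-type chronic 2 or 4 or wild-type acute 2, 3 or 4 (adjusted p up to 0.126). The medians of the 25 were 0.12 and 0.19, differing in sign from most of the calls, and −0.073 and 0.008 with the GC content and length offset, which gave 0 higher and 4 lower against sedentary mice and 0 and 3 against chronic mice. In a separate list of 54 spliceosome genes 1 gene was higher and 4 lower (10 and 8 adjusted over the list alone) against chronic mice, the lower ones being Sf3b5, Snrpa, Snrpf and Lsm4. Its median was 0.15 (camera adjusted p = 0.276). The 25 genes came from the study's own calls on these samples.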

The cell-type enrichment analysis supported the GO term, and KEGG pathway results as the acute-specific downregulated genes were significantly enriched for neuronal cells (*p*-adj. = 1.32 × 10^4^) (Figure 6F, Supplementary Table S2). This finding indicated that the short-term wheel running of wild-type mice might induce a neuronal stress state in the brain, altering the homeostasis of neuron functions and possibly overregulating basic DNA and RNA mechanistic processes in parallel.

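Gpr135, an orphan receptor gene, gave a log2 fold change of −0.79 (standard error 0.12, adjusted p = 0.00232) in wild-type acute against sedentary mice, and Sp9, a transcription factor of inhibitory neurons, −1.33 (standard error 0.23, adjusted p = 0.00472). Both stand among 52 genes the study listed for neurons, with Nptxr, of which 15 were lower against sedentary and 36 against chronic mice. With the GC content and length offset 7 and 11 were lower, of which 5 and 9 were also called without it. The study chose this set on its own calls in these samples, so its direction is not independent evidence.
In a separate list of 13 pan-neuronal genes 1 was lower against sedentary mice (Nefl) and 3 against chronic mice (Celf4, Nefl and Stmn3), or 4 and 6 adjusted over the list alone. Stmn3 lost its call without wild-type chronic 2 or 4 or wild-type acute 2, 3 or 4 (adjusted p up to 0.214). With the GC content and length offset Stmn3 (−0.17, adjusted p = 0.203) did not pass. The list's median log2 fold change was −0.20 against sedentary mice (camera adjusted p = 0.0342, adjusted p = 0.678 with an estimated correlation and 0.0165 with the GC content and length offset) and −0.30 against chronic mice (camera adjusted p = 0.0122, adjusted p = 0.704 with an estimated correlation and 0.00142 with the GC content and length offset). The former call ended without wild-type sedentary 3 or 4 or wild-type acute 3 (adjusted p up to 0.095). Fisher's exact test of the 3 among genes lower against chronic mice gave p = 0.0316 (adjusted p = 0.21), and of Nefl among those lower against sedentary mice adjusted p = 0.726. Among DESeq2's lower genes it found 6 of the 13 (adjusted p = 0.00125). The oligodendrocyte list (17 genes) had 0 higher and 3 lower genes, Nkx6-2, Gjc2 and Cldn11, against sedentary mice (7 lower over the list alone) and a median of −0.21 (camera adjusted p = 0.000693, adjusted p = 0.678 with an estimated correlation and 2.66e-06 with the GC content and length offset), a call that ended without wild-type acute 3 (adjusted p up to 0.0704). Gjc2 passed only with wild-type sedentary 1 and 2 and wild-type acute 2, 3 and 4 kept (adjusted p up to 0.0893 without 1 of them). Cldn11 did not pass without wild-type sedentary 1, 2, 3 or 4 or wild-type acute 2, 3 or 4 (adjusted p up to 0.131). Nkx6-2 overlaps Inpp5a, and the counting by default options ignores the strand. Gjc2 overlaps the span of Gm1821, drawn from its lowest to its highest annotated position. That span also reaches Hist3h2a and may join separate stretches, so whether Gm1821 overlaps these genes is uncertain.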

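Junb and Egr4, immediate early transcription factors that neuronal activity induces, fell in wild-type acute against sedentary mice, by log2 fold changes of −1.22 (standard error 0.22, adjusted p = 0.00552) and −1.47 (standard error 0.27, adjusted p = 0.00726). Jun gave −0.65 (standard error 0.13, adjusted p = 0.0104) and Ier5 −0.51 (standard error 0.10, adjusted p = 0.0125). The call of Jun ended without wild-type sedentary 1 (adjusted p up to 0.0527). Ier5 lost its call without wild-type acute 2 (adjusted p up to 0.0696). Fos measured 776 ± 77.3 in wild-type acute and 906 ± 193 in sedentary mice, and Npas4 373 ± 60.1 and 363 ± 28.9 (SD, n = 4 each). In 5xFAD sedentary mice, which had no wheel, Junb measured 898 ± 289 and Egr4 306 ± 141. Wild-type sedentary mice had 1406 ± 230 and 492 ± 62.5. Fos and Npas4 were not lower in 5xFAD sedentary mice (1021 ± 215 and 581 ± 99.7). In the immediate early list (34 genes) 0 were higher and 7 lower (7 over the list alone), with a median of −0.24 (camera adjusted p = 0.000195, adjusted p = 0.678 with an estimated correlation and 0.0113 with the GC content and length offset). Against chronic mice 8 were lower (11 over the list alone; camera adjusted p = 5.09e-05, adjusted p = 0.704 with an estimated correlation and 0.000758 with the GC content and length offset).
Ddit4, a glucocorticoid- and stress-induced inhibitor of growth signaling, gave −0.54 (standard error 0.14, adjusted p = 0.0479) against sedentary mice, the 1 gene called of 20 in the glucocorticoid response list (1 higher and 2 lower over the list alone). The call of Ddit4 ended without wild-type sedentary 1, 2, 3 or 4 or wild-type acute 2, 3 or 4 (adjusted p up to 0.14). With the GC content and length offset Ddit4 (−0.28, adjusted p = 0.0762) did not pass. That list had a median of −0.043 (camera adjusted p = 0.434). In the heat shock and chaperone list (24 genes) only Hspa1a was called, lower (5 lower over the list alone), with a median of 0.004, a mean of −0.081 and the same camera p.
Histone genes of the chromatin list fell in 4 of 15 (7 over the list alone): H2afx (−0.80 ± 0.18, 0.0248), H2afz (−0.53 ± 0.11, 0.0171), Hist3h2a (−0.48 ± 0.10, 0.0132) and Hist1h1c (−1.04 ± 0.24, 0.0272) (log2 fold change ± standard error, adjusted p). H2afz did not pass without wild-type sedentary 1 or wild-type acute 2 (adjusted p up to 0.0696). Hist3h2a lost its call without wild-type sedentary 1 or 2 or wild-type acute 2 (adjusted p up to 0.0663). The call of Hist1h1c ended without wild-type sedentary 1, 2 or 4 or wild-type acute 1, 2 or 4 (adjusted p up to 0.0991). Hist3h2a overlaps Gm1821. The chromatin list had a median of −0.35 (camera adjusted p = 0.000195, adjusted p = 0.678 with an estimated correlation and 4.4e-05 with the GC content and length offset). Of 11 long noncoding and nuclear RNAs 0 passed by the all-gene p and 9 were higher over the list alone, with a median of 0.98 (camera adjusted p = 0.000205, adjusted p = 0.678 with an estimated correlation and 0.000783 with the GC content and length offset). From the terms above the paper proposes that short wheel running might put neurons of wild-type mice under stress and raise DNA and RNA processes.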

#### 3.3.3. Differential Expression Analysis between 5xFAD and Wild-Type Mice after Different Physical Activity Levels

Next, we investigated the differences in gene expression between 5xFAD and wild-type animals at each training duration level. 

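Cst7 (chromosome 2, 150570415 to 150578944), cystatin F of activated microglia, measured 224 ± 128 in 5xFAD sedentary and 1.33 ± 1.03 in wild-type sedentary mice (SD, n = 4), a log2 fold change of 7.28 (standard error 0.66, adjusted p = 2.45e-06). Itgax (chromosome 7, 128129568 to 128150657), an integrin of activated microglia, measured 81.7 ± 37.5 and 3.42 ± 1.37 (SD, n = 4), or 4.53 (standard error 0.47, adjusted p = 1.23e-05). Ccl6 (chromosome 11, 83587886 to 83593087), a chemokine gene, gave 2.85 (standard error 0.29, adjusted p = 1.02e-05). The other 3 higher genes with the smallest p were Ly86 (1.19 ± 0.15, 0.000336), Lyz2 (1.54 ± 0.20, 0.000336) and Ccl9 (1.68 ± 0.24, 0.00161) (log2 fold change ± standard error, adjusted p), an MD-2-like immune protein, lysozyme 2 and a chemokine. Lower with the smallest p were Nptxr (−3.73 ± 0.56, 0.00182), Ier5l (−1.59 ± 0.25, 0.00261), Spata5l1 (−1.41 ± 0.24, 0.00633), Gpr135 (−0.69 ± 0.12, 0.00781), Hist3h2a (−0.54 ± 0.10, 0.00781) and Prr7 (−1.49 ± 0.27, 0.00865) on the same scale. Scand1, given below, overlaps Cnbd2 in the annotation, while the overlap of Hist3h2a with Gm1821 is uncertain. Spata5l1, an ATPase gene, lost its call with the GC content and length offset (adjusted p = 0.0535). Gpr135 and Hist3h2a did not pass without wild-type sedentary 2 (adjusted p up to 0.0592).
Further genes the paper names gave Mpeg1 (1.26 ± 0.19, 0.00182), Clec7a (3.68 ± 0.55, 0.00182), Gfap (0.74 ± 0.14, 0.0153), Cd68 (1.39 ± 0.23, 0.00315), Ccl3 (3.47 ± 0.56, 0.00297) and Trem2 (1.37 ± 0.26, 0.0153), and lower Pcsk1n (−1.77 ± 0.35, 0.0153), C1qtnf4 (−1.48 ± 0.29, 0.0153) and Scand1 (−2.05 ± 0.40, 0.0153). Gfap lost its call without wild-type sedentary 2 or 3 or 5xFAD sedentary 1 or 2 (adjusted p up to 0.0896). The call of Trem2 ended without wild-type sedentary 2 or 3 or 5xFAD sedentary 2 (adjusted p up to 0.0699). Pcsk1n and C1qtnf4 passed only with wild-type sedentary 1 and 2 and 5xFAD sedentary 1 and 4 kept (adjusted p up to 0.0745 without 1 of them). Scand1 did not pass without wild-type sedentary 1 or 2 or 5xFAD sedentary 1 (adjusted p up to 0.0699). EdgeR called 42 genes higher and 32 lower in 5xFAD sedentary mice; with the GC content and length offset it called 99 and 102. Other settings called 37 (without the 6 merged or down-sampled libraries) to 296 genes (1 surrogate variable), and leaving out wild-type sedentary 2 left 24.

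**Figure D4:**
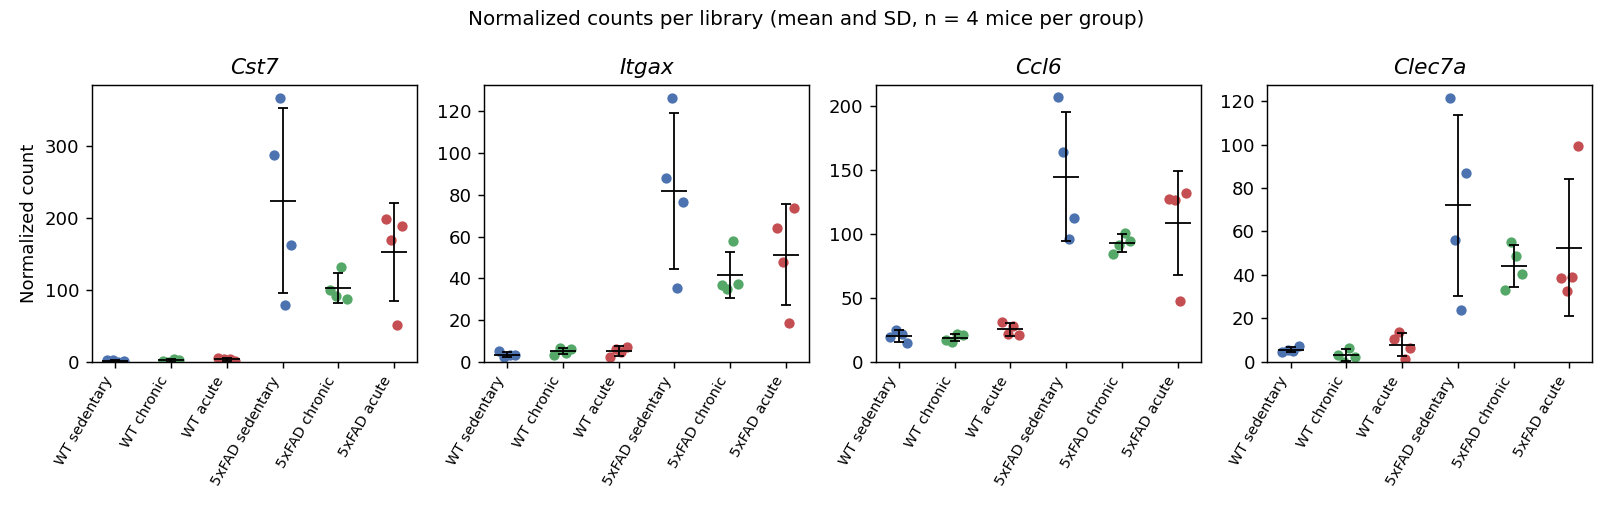
Scaled counts (y axis) of Cst7, Itgax, Ccl6 and Clec7a in the 24 libraries, by group (x axis), with mean and SD (n = 4). Cst7 in 5xFAD sedentary mice was 224 ± 128.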

The DEA between untrained 5xFAD and wild-type mice revealed 141 DEGs (*p*-adj. < 0.05) (Figure 7A; Supplementary Table S3). 

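Nptxr (chromosome 15, 79786351 to 79804709) measured 88.2 ± 29.3 in wild-type sedentary and 137 ± 101 in wild-type chronic mice, but 5.03 ± 0.881 in wild-type acute mice (SD, n = 4 each). In 5xFAD sedentary, chronic and acute mice it measured 6.90 ± 6.69, 15.3 ± 9.46 and 10.7 ± 1.58. Prr7 (chromosome 13, 55464267 to 55473155) measured 433 ± 46.4 and 522 ± 144 in wild-type sedentary and chronic mice, 120 ± 29.9 in wild-type acute mice, and 155 ± 49.2 in 5xFAD sedentary mice. Of the 32 genes lower in 5xFAD sedentary than in wild-type sedentary mice, 30 were also called lower in wild-type acute than in wild-type chronic mice. Those 2 comparisons share no library, and independent lists of these sizes would share 1.76 genes (n1 × n2 / N). After the GC content and length offset 74 of 102 were shared, with 1.72 by that product. The wild-type sedentary and chronic libraries carry numbers 1 to 8 in the deposited labels and the other 4 groups numbers 9 to 24. Among higher genes, Cst7 and Itgax did not pass between wild-type acute and chronic mice (adjusted p = 0.725 and 0.999).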

Since environmental factors did not influence these mice, the detected gene expression differences were likely to be disease-related. Regarding the transcriptional patterns following chronic training, the comparison between the genotypes yielded the most considerable difference in expression with 477 DEGs. 

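Mpeg1 (chromosome 19, 12460779 to 12465285), a pore-forming protein gene of macrophages, measured 982 ± 83.2 in 5xFAD chronic and 427 ± 104 in wild-type chronic mice (SD, n = 4), a log2 fold change of 1.20 (standard error 0.19, adjusted p = 0.00749). Clec7a (chromosome 6, 129461591 to 129472779), a beta-glucan receptor gene, measured 44.2 ± 9.61 and 2.92 ± 2.72 (SD, n = 4), or 3.85 (standard error 0.64, adjusted p = 0.00802). Cst7, Ccl6 and Itgax gave 5.51 (standard error 0.64, adjusted p = 0.000214), 2.29 (standard error 0.29, adjusted p = 0.000622) and 3.02 (standard error 0.47, adjusted p = 0.00718). Nckap1l, a leukocyte cytoskeleton gene, gave 0.73 (standard error 0.13, adjusted p = 0.0128) and did not pass with the GC content and length offset (adjusted p = 0.0518). Lower with the smallest p were Nptxr (−3.10 ± 0.50, 0.00802), Gm1673 (−1.61 ± 0.26, 0.00802), Scand1 (−2.42 ± 0.40, 0.00802), Nr2f6 (−1.16 ± 0.20, 0.00802), Ier5l (−1.47 ± 0.25, 0.00831) and Mex3d (−0.84 ± 0.14, 0.00922) (log2 fold change ± standard error, adjusted p); Nr2f6 encodes a nuclear receptor. The call of Nckap1l ended without wild-type chronic 2 or 5xFAD chronic 2, 3 or 4 (adjusted p up to 0.0667). Nptxr, Gm1673, Scand1, Nr2f6, Ier5l and Mex3d passed only with 5xFAD chronic 2 and 4 kept (adjusted p up to 0.0612 without 1 of them).
Pcsk1n (−2.03 ± 0.35, standard error), C1qtnf4 (−1.66 ± 0.29), Lyz2 (0.91 ± 0.20) and Ly86 (0.73 ± 0.15) also passed. Pcsk1n and C1qtnf4 lost their calls without wild-type chronic 2 or 5xFAD chronic 2, 3 or 4 (adjusted p up to 0.0624). The call of Lyz2 ended without wild-type chronic 2 or 4 or 5xFAD chronic 2, 3 or 4 (adjusted p up to 0.161). Ly86 passed only with wild-type chronic 2, 3 and 4 and 5xFAD chronic 2, 3 and 4 kept (adjusted p up to 0.11 without 1 of them). EdgeR called 120 genes in 5xFAD chronic against wild-type chronic mice, 21 higher and 99 lower. Other settings called 4 (edgeR on the compared groups only) to 2658 genes (limma-voom with quality weights). With 1 library left out the count ran from 5 without 5xFAD chronic 2 or 5xFAD chronic 4 to 619 without 5xFAD chronic 1.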

Notably, more than 80% of these genes were associated with a significantly lower expression in 5xFAD mice (Figure 7B, Supplementary Table S3). 

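Of the 120 genes called between 5xFAD chronic and wild-type chronic mice, 99 (82.5%) were lower in 5xFAD mice, led by Nptxr, Gm1673 and Scand1. Scand1 measured 98.3 ± 41.7 in 5xFAD chronic and 534 ± 227 in wild-type chronic mice (SD, n = 4). Ier5l, Pcsk1n and C1qtnf4 were among the 99 too. Of the 99, 77 were also called lower in wild-type acute against wild-type sedentary mice, a comparison that shares no library with this one; n1 × n2 / N gives 1.98. After the GC content and length offset 36 genes were higher and 83 lower, and 62 of the 83 were shared, with 1.30 by that product. Across all genes the fold changes of those 2 comparisons had a Spearman correlation of 0.797, and 0.648 after the offset. Both also followed the PC1 loadings of 5xFAD libraries (Spearman 0.79 for 5xFAD chronic against wild-type chronic mice and 0.805 for the other). Both set libraries numbered 9 to 24 against libraries numbered 1 to 8. The correlation therefore does not tell a likeness of the 2 changes from that axis or from the numbers.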

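Cst7, Ccl6, Itgax, Ly86, Lyz2, Mpeg1 and Clec7a were called higher, and Nptxr, Ier5l, Pcsk1n, C1qtnf4 and Scand1 lower, in 5xFAD mice in both the sedentary and the chronic comparison. Together 33 genes were shared, 11 higher and 22 lower. By n1 × n2 / N, independent lists would share 0.058 higher and 0.208 lower genes. These comparisons have no library in common. Gfap, Cd68, Ccl3 and Trem2 passed in sedentary but not in chronic mice, where they gave Gfap (0.31 ± 0.14, 0.234), Cd68 (0.67 ± 0.23, 0.136), Ccl3 (2.38 ± 0.57, 0.0502) and Trem2 (0.53 ± 0.26, 0.26) (log2 fold change ± standard error, adjusted p). With the GC content and length offset Cd68 and Trem2 passed there as well (adjusted p = 0.0279 and 0.0219), so a miss in 1 training group is not a difference between groups. Leaving out 1 library moved the shared count to between 5, without 5xFAD chronic 2 or 5xFAD chronic 4, and 45.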

Eighty genes were commonly regulated, comparing 5xFAD with wild-type mice after no training and 30 days of voluntary physical activity (Figure 7D).

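Cst7 measured 152 ± 68.1 in 5xFAD acute and 3.19 ± 1.69 in wild-type acute mice (SD, n = 4), a log2 fold change of 5.52 (standard error 0.59, adjusted p = 5.02e-05). Ccl6 measured 108 ± 40.5 and 25.2 ± 4.84 (SD, n = 4), or 2.10 (standard error 0.28, adjusted p = 0.00143). Itgax gave 3.31 (standard error 0.46, adjusted p = 0.00151), Gfap 0.90 (standard error 0.14, adjusted p = 0.00868) and Ccl4, a chemokine gene, 4.74 (standard error 0.77, adjusted p = 0.00975). Gfap passed only with wild-type acute 3 and 5xFAD acute 2 kept (adjusted p up to 0.0713 without 1 of them). Ccl4 did not pass without wild-type acute 1, 3 or 4 or 5xFAD acute 2 (adjusted p up to 0.0818). EdgeR called these 5 genes, all higher, and 0 lower. The GC content and length offset gave 10, all higher. Leaving out 5xFAD acute 3 gave 14 genes, and leaving out wild-type acute 3 or 5xFAD acute 2 gave 3.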

Acute training resulted in 14 DEGs between 5xFAD and wild-type mice, of which 13 were upregulated (Figure 7C; Supplementary Table S3). All upregulated genes found after acute activity showed a significant upregulation in 5xFAD mice after chronic and/or no training compared to wild-type animals (Figure 7D). Moreover, nine of these 13 upregulated genes (Cst7, Ccl6, Itgax, Gfap, Clec7a, Ccp4, Cd68, Ccl3, and Trem2) are already known to be differentially expressed in the 5xFAD mouse model [61]. 

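All 5 genes that edgeR called in acute mice, Cst7, Ccl6, Itgax, Gfap and Ccl4, were also called higher in 5xFAD sedentary mice, against 0.0138 by n1 × n2 / N. Of these, 3 were called in chronic mice as well (Cst7, Ccl6 and Itgax; 0.0069 by that product). Their log2 fold changes in sedentary and acute mice rest on different libraries. In DESeq2, 13 of 13 higher genes were called in at least 1 of the other comparisons.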

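Clec7a measured 52.4 ± 31.6 in 5xFAD acute and 7.78 ± 5.32 in wild-type acute mice (SD, n = 4), a log2 fold change of 2.71 (standard error 0.53, adjusted p = 0.103). DESeq2 gave adjusted p = 0.000818 for Clec7a and the GC content and length offset 0.00354. Cd68, a lysosomal protein gene of phagocytes, gave 1.01 (standard error 0.23, adjusted p = 0.224, DESeq2 adjusted p = 0.0236). Ccl3, a chemokine gene, gave 2.53 (standard error 0.56, adjusted p = 0.223, DESeq2 adjusted p = 0.0278), and Trem2, a microglial lipid receptor gene, 1.11 (standard error 0.27, adjusted p = 0.354, DESeq2 adjusted p = 0.0358). Thus 4 of the named genes, Cst7, Ccl6, Itgax and Gfap, passed in edgeR, and Clec7a, Cd68, Ccl3 and Trem2 passed in DESeq2 alone or with the offset. Ccp4 is not a gene symbol in the deposited table, so it has no value. Lyz2, which the paper does not list here, gave 0.91 (standard error 0.20, adjusted p = 0.223, DESeq2 adjusted p = 0.0236).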

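Chgb measured 9137 ± 694 in wild-type acute, 8707 ± 258 in wild-type sedentary and 9860 ± 175 in wild-type chronic mice (SD, n = 4 each). Between 5xFAD acute and wild-type acute mice its log2 fold change was −0.29 (standard error 0.068), and the groups did not overlap. EdgeR gave adjusted p = 0.354 and DESeq2 on all 24 libraries adjusted p = 0.000741. The interaction of genotype with acute against sedentary training was −0.35 (standard error 0.10, adjusted p = 0.325) in edgeR (DESeq2 adjusted p = 0.00753).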

After one day of wheel running, the only downregulated gene was again Chgb, the same gene we previously found to be downregulated when comparing acutely trained with chronically trained 5xFAD mice.

#### 3.3.4. Functional Annotation of Genotype-Specific Genes Found after Chronic and No Training

The genes that were upregulated in the 5xFAD model without any training as compared to wild-type mice were mainly enriched for GO terms of immune-related processes (Supplementary Table S4). 

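Tyrobp, the signaling partner of TREM2, and B2m, a subunit of MHC class I, were called higher in 5xFAD sedentary mice among 11 genes the study listed for leukocyte mediated immunity. Tyrobp gave 1.36 (standard error 0.23, adjusted p = 0.00613), B2m 0.65 (standard error 0.13, adjusted p = 0.0153), Lat2, an adaptor gene, 1.13 (standard error 0.24, adjusted p = 0.034), and Itgb2, an integrin gene, 1.05 (standard error 0.23, adjusted p = 0.0345), with 5 of the 11 called. The GC content and length offset called 9 of the 11, among them 4 of the 5, and B2m (0.58, adjusted p = 0.222) did not pass. All 7 genes listed for neutrophil chemotaxis were called, among them C3ar1, a complement receptor gene, at 1.33 (standard error 0.22, adjusted p = 0.00504). Of 8 genes listed for the lysosome 0 were called by edgeR (8 by DESeq2, and 7 by edgeR with the offset), Ctsl, a cathepsin gene, being nearest at 0.45 (standard error 0.10, adjusted p = 0.0541). These terms hold genes the study called in the same samples. B2m did not pass without wild-type sedentary 2 or 3 or 5xFAD sedentary 1 or 2 (adjusted p up to 0.0745). Lat2 and Itgb2 lost their calls without wild-type sedentary 1, 2, 3 or 4 or 5xFAD sedentary 1 or 2 (adjusted p up to 0.158).
Separate lists, again written after the paper's tables had been read, were tested too. In the disease-associated microglia list (30 genes) 12 genes were higher and 0 lower (20 and 0 adjusted over the list alone). Its median was 0.66 (camera adjusted p = 1.02e-56). The complement list (12 genes) had C3ar1, C4b and Itgb2 higher (8 genes over the list alone), at a median of 0.78. C4b did not pass without wild-type sedentary 2 (adjusted p up to 0.0592). The interferon response list (24 genes) had Usp18, Ifit3 and Oasl2 higher (14 over the list alone), at a median of 0.56. Usp18 did not pass without wild-type sedentary 2, 3 or 4 or 5xFAD sedentary 2 or 4 (adjusted p up to 0.0748). Ifit3 lost its call without wild-type sedentary 1 or 3 or 5xFAD sedentary 1 or 4 (adjusted p up to 0.103). The call of Oasl2 ended without wild-type sedentary 1, 2, 3 or 4 or 5xFAD sedentary 1, 2 or 4 (adjusted p up to 0.178). Among 19 reactive astrocyte genes C4b and Gfap were higher (5 over the list alone), with a median of 0.26. All 4 lists passed with an estimated correlation too, at adjusted p = 0.000662, 0.000662, 0.00712 and 0.00351 in that order.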

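Tlr13, a Toll-like receptor gene, gave 1.20 (standard error 0.24, adjusted p = 0.0238) between 5xFAD chronic and wild-type chronic mice, the 1 gene called of 8 the study listed for response to virus. Of 7 listed for neutrophil chemotaxis 4 were called: Ccl6, Ccl9, C3ar1 and Nckap1l. C3ar1 gave 1.20 (standard error 0.23, adjusted p = 0.0177) and Ccl9 1.26 (standard error 0.25, adjusted p = 0.0177). Tlr13 passed only with wild-type chronic 2, 3 and 4 and 5xFAD chronic 2, 3 and 4 kept (adjusted p up to 0.121 without 1 of them). C3ar1 and Nckap1l did not pass without wild-type chronic 2 or 5xFAD chronic 2, 3 or 4 (adjusted p up to 0.101). Ccl9 lost its call without wild-type chronic 2 or 4 or 5xFAD chronic 2, 3 or 4 (adjusted p up to 0.0877). The GC content and length offset called 3 of the 8 and 4 of the 7, but only 1 of the 4 named was among the latter: C3ar1 (0.97, adjusted p = 0.0657), Ccl9 (1.04, adjusted p = 0.128) and Nckap1l (0.59, adjusted p = 0.0518) did not pass. The study chose these genes on the same samples, so they are not independent evidence of direction.
In the disease-associated microglia list 6 genes were higher and 0 lower in 5xFAD chronic mice (10 and 1 over the list alone), with a median of 0.23 (camera adjusted p = 5.58e-08, adjusted p = 0.399 with an estimated correlation). Vgf, a secretory granule peptide gene, and Cartpt, a neuropeptide gene, were lower, at −1.01 (standard error 0.24, adjusted p = 0.044) and −1.61 (standard error 0.37, adjusted p = 0.0409). Vgf and Cartpt did not pass without wild-type chronic 2 or 4 or 5xFAD chronic 2, 3 or 4 (adjusted p up to 0.296). The call of Vgf (−0.40, adjusted p = 0.169) ended with the GC content and length offset. Vgf and Cartpt belong to the secretory granule list, in which Pcsk1n and Crh were lower too (7 over the list alone), with a median of −0.29 (camera adjusted p = 8.51e-06, adjusted p = 0.42 with an estimated correlation). Pcsk1n lost its call without wild-type chronic 2 or 5xFAD chronic 2, 3 or 4 (adjusted p up to 0.0612). The call of Crh ended without wild-type chronic 2, 3 or 4 or 5xFAD chronic 2, 3 or 4 (adjusted p up to 0.134). Among oxidative phosphorylation genes 0 were higher and 3 lower, Cox8a, Ndufb2 and Cox5b (5 lower over the list alone), with a median of −0.24 (camera adjusted p = 1.49e-08, adjusted p = 0.519 with an estimated correlation). Cox8a did not pass without wild-type chronic 2 or 5xFAD chronic 2, 3 or 4 (adjusted p up to 0.145). Ndufb2 and Cox5b lost their calls without wild-type chronic 2, 3 or 4 or 5xFAD chronic 2, 3 or 4 (adjusted p up to 0.211).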

The same was true for the upregulated genes found in chronically trained 5xFAD compared to wild-type animals as well as for the shared upregulated genes of the sedentary and chronically trained transgenic vs. wild-type mice (Supplementary Table S4). Moreover, the microglia cell type was significantly enriched in the upregulated genes in 5xFAD compared to wild-type mice after chronic training and especially without training (Figure 7E, Supplementary Table S4).

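Ctss, Fcrls, Ly86, Mpeg1, Trem2 and Tyrobp, 6 genes of a separate list of 20 microglia genes, were called higher in 5xFAD sedentary mice. Fisher's exact test gave adjusted p = 2.3e-10, against 0.0552 genes by chance. In 5xFAD chronic mice 2 of the 20, Ly86 and Mpeg1, were called higher (Fisher's exact test, adjusted p = 0.00679; 0.0276 by chance). Fcrls lost its call without wild-type sedentary 2 or 3 or 5xFAD sedentary 1 or 2 (adjusted p up to 0.0801). Over the list alone 17 and 11 were higher. The median log2 fold change was 0.73 in sedentary mice (camera adjusted p = 5.59e-44, adjusted p = 0.00217 with an estimated correlation) and 0.47 in chronic mice (camera adjusted p = 1.49e-08, adjusted p = 0.399 with an estimated correlation). In acute mice 0 of the 20 were called, 9 over the list alone, at a median of 0.30 (camera adjusted p = 7.73e-13, adjusted p = 0.169 with an estimated correlation). Homeostatic microglia genes (17) had Fcrls higher in 5xFAD sedentary mice (7 over the list alone), at a median of 0.40 (adjusted p = 0.0343 with an estimated correlation).
The disease-associated microglia list had Cst7, Ccl6, Itgax and Ccl4 higher in 5xFAD acute mice (16 over the list alone), at a median of 0.57 (adjusted p = 0.0041 with an estimated correlation). Of 26 genes the study listed for microglia in sedentary mice only, edgeR called 10 there and 0 in chronic mice (DESeq2 26 and 0, edgeR with the GC content and length offset 23 and 2), and of 15 in chronic mice only 0 and 5 (DESeq2 0 and 15, the offset 2 and 6). Among the 26, Pdcd1, an inhibitory receptor gene, gave 3.83 (standard error 0.62, adjusted p = 0.00315) in sedentary mice. The interaction of genotype with chronic against sedentary training called 0 genes, so neither set was shown to differ between training groups. The paper relates these immune and microglial genes to the neuroinflammation of the 5xFAD model.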

## 4. Discussion

Our study demonstrated that brain lactate levels increased dramatically after acute voluntary wheel running (1 day) only in 5xFAD mice but not in wild-type animals. In contrast, plasma lactate levels remained unchanged in all animals after physical activity. Interestingly, the whole brain’s subsequent molecular analysis revealed that the transcriptional patterns of 5xFAD mice after acute, chronic, and no training were very similar. In contrast, the acutely trained wild-type mice showed a significantly altered transcriptome compared with both groups either receiving no access to the wheel or 30 days of voluntary wheel running.

### 4.1. Brain Lactate Was Drastically Increased in 5xFAD Mice after Acute Physical Activity

Lactate is a metabolite released from muscle cells during and after intense physical activity [62]. Its conversion from pyruvate by lactate dehydrogenase is facilitated under conditions of reduced oxygen availability, so-called aerobic glycolysis [63,64,65]. As a result, after physical exercise, there is an acute time-restricted increase in lactate levels in circulating blood, which depends on the intensity of physical activity and individual cardiovascular fitness [66,67,68]. In addition to its role in replenishing pyruvate in the liver to provide substrates for gluconeogenesis, lactate is preferentially consumed and metabolized by neurons in an activity-dependent manner [69,70]. Several studies on rodent models have shown that neuronal lactate uptake plays an essential role in long-term memory functions and neurogenesis [71,72]. As an additional fuel of the brain, lactate is proposed as one of the main actors mediating the beneficial effects of physical activity on cognition.

In contrast to our findings, El Hayek and colleagues reported elevated lactate concentrations in healthy mice’s hippocampus after 30 days of voluntary wheel running, which was associated with cognitive improvements [73]. Even though we used the same training regime and the same mouse strain, a possible reason for the non-rising lactate levels after chronic training in our study could be that we measured the lactate concentration in whole-brain hemisphere tissue rather than in a specific region. Moreover, the mice in El Hayek’s study were one month younger than the mice in our analysis. On the one hand, this may indicate that regular physical activity induces region-specific increases in lactate levels, while the brain’s overall concentration remains unchanged. On the other hand, the animals’ age may also play an essential role in lactate enrichment due to physical effort.

Furthermore, we observed increased lactate brain levels in acutely trained 5xFAD animals but not in their wild-type counterparts. Therefore, this finding could indicate an overreaction to a possible neuronal activation and increased energy demands during physical activity in the AD model mice in order to compensate for a disease-driven energy deficit, which is common in AD [74]. The overreaction could be further enhanced by stress or arousal caused by the new motor stimulation of one-day trained animals. Previous studies have shown that rodents exposed to a new environment or behavioral testing exhibit increased aerobic glycolysis leading to higher hippocampal lactate levels and improved memory functions and gene expression changes [64]. Whether this reaction is enhanced under pathological conditions has not been investigated yet.

Furthermore, our results suggest that the lactate increase observed in acutely trained 5xFAD mice was mainly attributable to synthesis within the brain rather than transport from the blood. One possible lactate production mechanism within the brain is associated with the astrocyte-neuron-lactate shuttle (ANLS). This model hypothesizes that neurons release glutamate during neuronal activation, transport it to astrocytes that generate lactate, which is then transported back to neurons and used as an energy source for neuronal functions [64]. In line with this, Zuend and colleagues recently reported that lactate is released by astrocytes and taken up by neurons due to acute environmental arousal in mice [75]. In contrast, Díaz-García and colleagues provided evidence that acutely excited neurons perform aerobic glycolysis by themselves rather than taking up lactate produced by astrocytes [76,77]. Unfortunately, our experimental design does not allow us to ascertain if the lactate source in our study was attributable to astrocyte or direct neuronal production.

### 4.2. One Day of Voluntary Wheel Running Altered Transcription Only in Wild-Type but Not in 5xFAD Mice

Multiple studies investigating acute or chronic training were able to show beneficial effects on cognition, Aβ plaques, brain size, immune functions, or expression of neurotrophins in different transgenic mouse models of Alzheimer’s disease [18,22,23,24]. However, other studies could not confirm the positive influence of physical exercise on AD [35,36,37,38,39]. Recently, the 5xFAD mouse model was investigated after chronic voluntary wheel training, and neither cognitive improvements nor decreased Aβ levels and no reduction in AD-driven neuroinflammation were detected [37,38]. This is in accordance with our findings at the transcriptome level. One month of voluntary wheel training did not change the global gene expression in 5xFAD mice compared to sedentary animals. However, as we did not consider behavior or immune-related functions, we cannot conclude that regular activity cannot improve the pathology of the 5xFAD mouse model. Furthermore, other biological layers like the metabolome or proteome could be positively influenced by acute and chronic activity, while the transcriptome might play a minor role.

Additionally, the secretory-related gene Chgb was significantly downregulated in acutely trained 5xFAD mice compared to chronically trained and sedentary transgenic mice. The deposition of Aβ has previously been reported to be related to the downregulation of genes involved in the secretory pathway, including Chgb [78]. The slight reduction in Chgb expression potentially indicates that the short-term activity might enhance the AD-like decline by downregulating important secretory pathway factors. However, this finding contradicts the potentially beneficial impact of the lactate increases on the neuronal function within the acutely trained 5xFAD group. As physical activity is suggested to be more of a preventive strategy against cognitive decline, it is possible that the disease phenotype of the aggressive 5xFAD mouse model is already too advanced at two months of age to be alleviated by an external intervention such as physical activity.

Regarding the physical activity duration in wild-type mice, only one day of voluntary wheel running altered the transcriptional pattern as compared to sedentary mice. In humans, one single bout of exercise is suggested to positively influence cognition as well as mood and emotional state to a small extent [34]. Several studies investigating neurochemical measurements after one exercise session have shown that specific neurotransmitters, neurotrophins, and other essential metabolites related to neurogenesis and brain plasticity are enhanced after this short time [34]. In our study, DEA revealed that axons’ growth and development within acutely trained wild-type mice were likely inhibited. Many under-expressed genes were associated with axonogenesis assuming that these genes are positively correlated to this process. However, human studies have also reported negative effects after acute exercise [34,79]. For instance, acute stress and acute exercise share several mechanisms like the activation of the hypothalamic–pituitary–adrenal (HPA) axis and the sympathetic nervous system, both related to immunity.

In contrast to regular physical activity, acute exercise has been shown to reduce immunity and increase susceptibility to infections [80]. Furthermore, elevated oxidative stress levels have been correlated with acute exercise, which is involved in functional alterations, especially in the central nervous system [79]. Thus, changes in the transcriptome of the acutely trained wild-type mice in our study might correspond to a transient response to acute stress. In contrast, regular physical activity leads to an adaptation and a return of the transcriptome to a homeostatic state.

### 4.3. Immune-Related Genes Were Upregulated in Untrained and Chronically Trained 5xFAD Mice Compared to Their Wild-Type Counterparts

Furthermore, we investigated activity-genotype specific transcriptional regulation by comparing 5xFAD with wild-type mice after one day, 30 days, or no voluntary wheel training. Importantly, sedentary and chronically trained animals revealed several disease-driven gene expression differences. Here, we could demonstrate that the over-expressed genes in chronically trained or untrained 5xFAD mice compared to wild-type littermates were mainly involved in immune response processes. Neuroinflammation is one of the significant hallmarks of AD and has recently been suggested to be the main driver of the early progression of AD [81]. Within the 5xFAD model, immune-system changes are likely to occur prior to plaque deposition development in 2-month-old 5xFAD mice [82]. In addition, we found that the genes upregulated in 5xFAD mice were significantly associated with microglial cells. Microglia are responsible for activating the brain’s innate immune system, and their accumulation contributes to neurodegenerative pathologies [40,83,84]. Interestingly, the comparison of the genotypes after regular training yielded a much larger transcriptional gap between 5xFAD and wild-type animals than in sedentary mice, and the majority of genes were downregulated. However, no biological function was overrepresented for these under-expressed genes.

In contrast, acutely trained wild-type mice, which differed from the other wild-type groups, had a similar transcriptomic profile to their 5xFAD counterparts. In agreement with our findings, a human study showed that the human ortholog of Chgb, the only downregulated gene in acutely trained 5xFAD compared to wild-type mice, was significantly downregulated in AD patients compared to healthy controls [85]. Notably, many immune-response-associated genes were no longer differentially regulated between the transgenic and wild-type mice, as was the case for the chronically trained or sedentary animals. These findings corroborate the assumption that acute physical activity triggered a stress response in wild-type animals, which shifted their transcriptome profile in the direction of their transgenic counterparts.

Taken together, our results suggest that the brain’s global transcriptome might not be the primary mediator of the beneficial effects found in healthy and AD individuals due to regular physical activity. Interestingly, acute training was associated with drastic changes in both 5xFAD and wild-type mice, however, in entirely different ways. Brain lactate concentrations and other physiological parameters were altered in 5xFAD mice. In contrast, the brain transcriptome of wild-type animals changed its expression patterns after acute training. These genotype-specific differences should be further investigated in order to elucidate the real link between acute physical activity and AD.

## Figures and Tables

**Figure 1:**
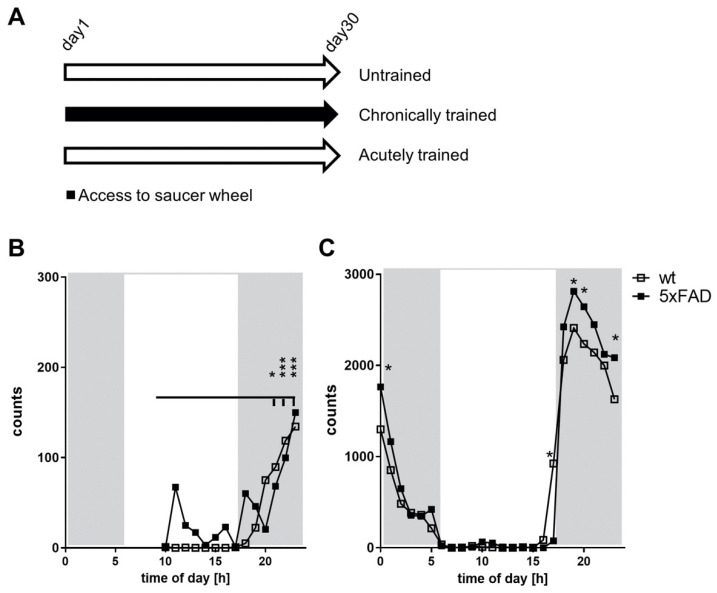
Training groups and the comparison of first night and chronic saucer wheel usage. (**A**) Schematic of the three groups used for the investigation. All animals were single-caged and kept in type II macrolon cages for 30 days. The untrained group had no access to a saucer wheel, the chronically trained group kept the wheel over the whole time period, and the acutely trained mice had access only for the last night. Wheel turning counts per hour were measured for new access to the saucer wheel (**B**) and the chronic usage (**C**). Data are presented as mean of the performance over the 30 days of the chronically trained mice (*n* = 10 for wild-type, *n* = 8 for 5xFAD mice). Error bars are not visualized for clarity of the graph. Statistical analysis: multiple unpaired t-tests (* *p* < 0.05; *** *p* < 0.001).

**Figure 2:**
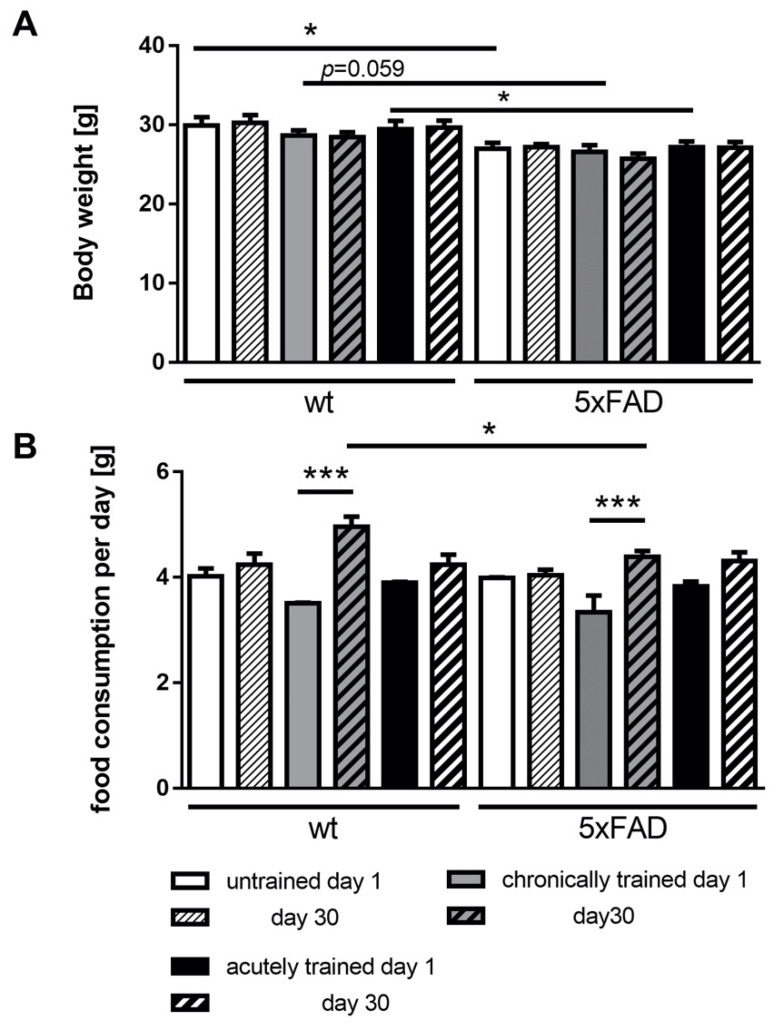
Bodyweight development and food intake of 5xFAD and wild-type mice depending on physical training. (**A**) Body weight was measured at the same time of the day two times weekly. Here, the start weight and the weight at the end of the experiment are indicated. (**B**) Food consumption was measured weekly and is calculated per day. Data are presented as mean + standard error of the mean (SEM) (*n* = 6 for untrained and acutely trained, n = 7 for chronically trained mice). Statistical analysis: ordinary one-way ANOVA with the Fisher’s least significant difference (LSD) test (* *p* < 0.05; *** *p* < 0.001).

**Figure 3:**
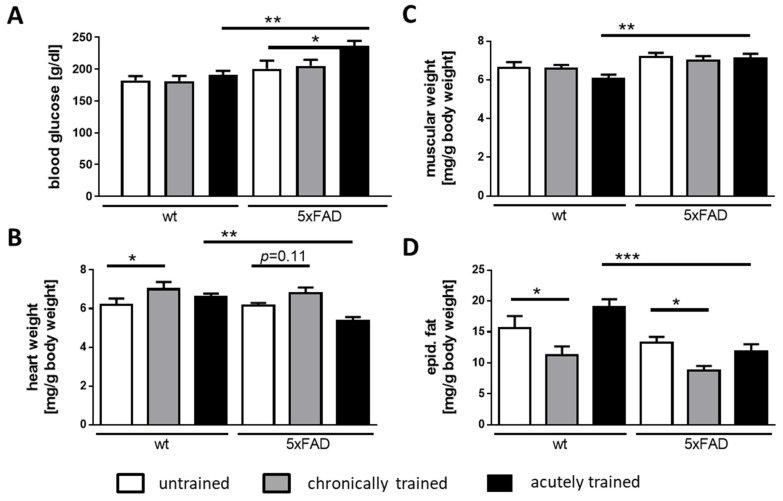
Physical parameters in 5xFAD and wild-type mice after different activity regimens. Upon sacrifice, truncal blood glucose was measured (**A**) and Gastrocnemius of both hind legs (**B**), heart (**C**), and abdominal fat (**D**) were dissected and weighed. Data are presented as mean + SEM (*n* = 6 for untrained and acutely trained, *n* = 7 for chronically trained mice). Statistical analysis: ordinary one-way ANOVA with the Fisher LSD test (* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001).

**Figure 4:**
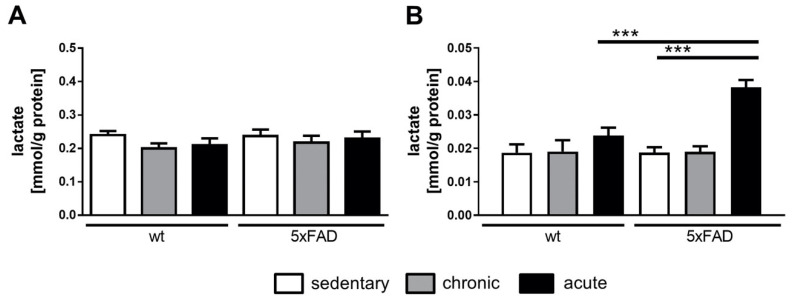
Lactate levels in serum (**A**) and brain tissue (**B**) homogenates of 5xFAD and wild-type mice. Serum and brain homogenate lactate were assessed by an enzymatic assay. Values were normalized to protein content and are presented as mean + SEM (*n* = 6 for untrained and acutely trained, *n* = 7 for chronically trained mice). Statistical analysis: ordinary one-way ANOVA with the Fisher LSD test (*** *p* < 0.001).

**Figure 5:**
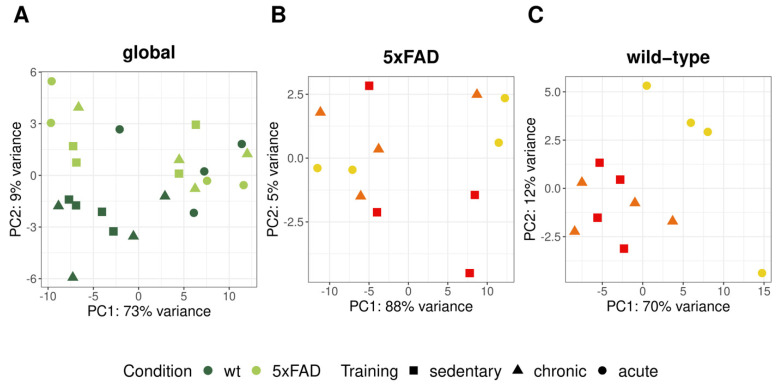
Principal component analysis of normalized RNA counts from 5xFAD and wild-type mice after different training regimens. Using principal component analysis, the highest variances within the gene counts corresponding to principal component 1 (PC1) and principal component 2 (PC2) were calculated and plotted for (**A**) all (*n* = 24), (**B**) 5xFAD (*n* = 12), and (**C**) wild-type (*n* = 12) mice. In (**A**), dark green dots represent wild-type samples, while light green dots correspond to 5xFAD mice. The shapes of the symbols and the colors in (**B**,**C**) show the different training groups (red + circle = acute, orange + triangle = chronic, and yellow + squares = sedentary). The corresponding legend is located on the bottom.

**Figure 6:**
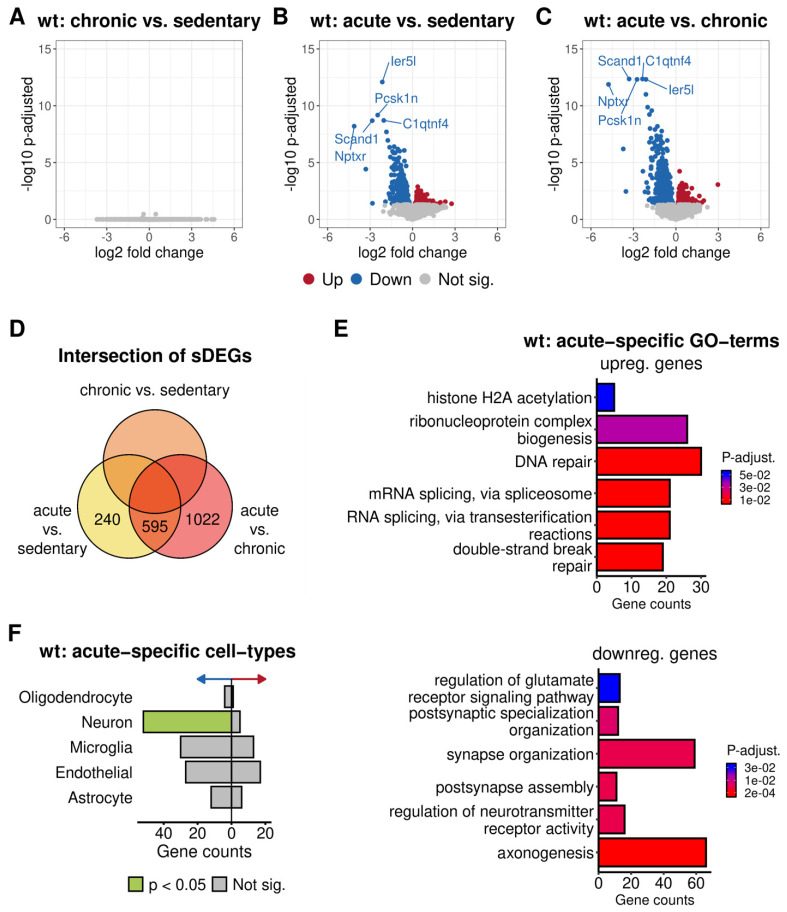
Differential expression analysis results of different physical activity levels among wild-type mice. The volcano plots in (**A**–**C**) visualize the negative log10 of the adjusted *p*-value and the corresponding log2-fold change of the differential expression analyses between (**A**) chronic training and no training (**B**) acute training and no training (**C**) acute training and chronic training of wild-type mice. Each group consisted of four samples. Positive and negative log2-fold change values correspond to up- and downregulation in chronic (**A**) and acute training (**B**) compared to no training and acute training (**C**) compared to chronic training. Differentially expressed genes (DEGs) with an adjusted *p*-value < 0.05 are colored in red or blue corresponding to up- or downregulation, respectively. The five most significant genes are labeled by their gene symbols. All non-significant genes are colored gray. (**D**) shows the intersection of the DEGs found in each comparison. Empty fields represent a zero overlap. In (**E**), the number of genes for significantly enriched Gene Ontology (GO) terms of the acute-specific up- and downregulated genes from the differential expression analysis (DEA) of acute vs. sedentary and acute vs. chronic groups is visualized using bar plots. The color represents the significance of the adjusted *p*-value. (**F**) shows the cell type enrichment results for the acute-training-specific genes. The right and left bars correspond to upregulated and downregulated genes represented by the red and blue arrows’ direction. Green bars correspond to significantly enriched cell-types, while gray represents no significance.

**Figure 7:**
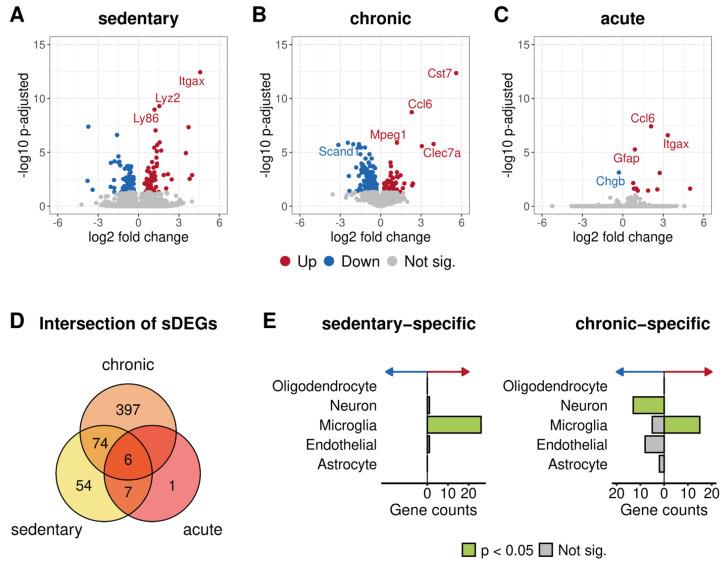
Differential expression analysis results of 5xFAD compared to wild-type mice at different levels of physical activity. The volcano plots in A–C visualize the negative log10 of the adjusted *p*-value and the corresponding log2-fold change of the differential expression analyses between (**A**) sedentary 5xFAD vs. wild-type mice, (**B**) chronically trained 5xFAD vs. wild-type mice, and (**C**) acutely trained 5xFAD vs. wild-type mice. Each group consisted of four samples. Positive and negative log2-fold change values correspond to up- and downregulated genes in 5xFAD mice at the respective level of physical activity. Differentially expressed genes with an adjusted *p*-value < 0.05 are colored in red or blue, corresponding to up- or downregulation. The five most significant genes are labeled by their gene symbols. All non-significant genes are colored gray. (**D**) shows the intersection of the DEGs found in each comparison. Empty fields represent a zero overlap. (**E**) shows the cell type enrichment results for the sedentary-specific (left) and chronic-specific DEGs (right) while the right and left bars correspond to upregulated and downregulated genes represented by the direction of the red and blue arrows. Green bars visualize significantly enriched cell-types, while gray represents no significance.

## Data Availability

The raw RNA-seq data and the corresponding feature count table discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [86] and are accessible through GEO Series accession number GSE164798 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE164798).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/10/3/693/s1, Figure S1: Normalized gene counts of mutated and mutation-correlated genes that produce the 5xFAD mouse model, Figure S2: Principal Component Analysis of normalized counts from training-specific groups, Figure S3: Volcano plots of all pairwise contrasts of training groups in 5xFAD samples. Table S1: Differential expression results from the pairwise comparisons between acute and chronic training and between acute and no training of wild-type mice. Table S2: Functional annotation results of differential expressed genes observed from the comparisons of different activity regimens in wild-type mice, Table S3: Differential expression results from the pairwise comparisons between 5xFAD and wild-type mice after no training, chronic training and acute training, Table S4: Functional annotation results of differential expressed genes observed for the comparisons between 5xFAD and wild-type mice after each training duration.

# Supplementary material for: Voluntary Wheel Running Did Not Alter Gene Expression in 5xfad Mice, but in Wild-Type Animals Exclusively after One-Day of Physical Activity
**Source:** Cells. 2021 Mar 20;10(3):693. doi: 10.3390/cells10030693
**Supplement:** Supplementary file 1

Supplementary Figures

“Voluntary wheel running did not alter gene expression in 5xFAD mice, but in wild-type animals exclusively after one-day exercise bout”

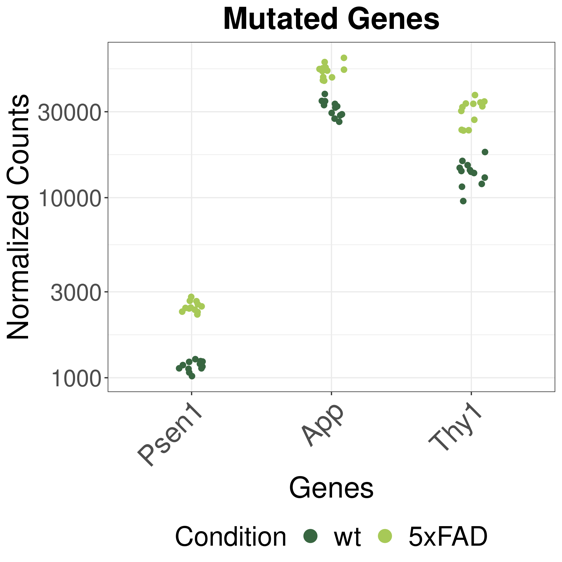

**Figure S1: Normalized gene counts of mutated and mutation-correlated genes that produce the 5xFAD mouse model.** The raw gene counts of Psen1, App, and Thy1 were normalized within the global expression table using the size factor provided by DESeq2. Dark green dots represent the wild-type samples, and the 5xFAD mice are colored in light green. The counts of all three genes show two clusters that separate the disease model from healthy controls, thus demonstrating successful genotyping at the transcriptional level.

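Psen1 (chromosome 12, 83688563 to 83735199) measured 2516 ± 179 in 5xFAD and 1176 ± 71.1 in wild-type mice (SD, n = 12 each), 2.14 times as much. App (chromosome 16, 84954436 to 85173707) measured 51398 ± 4804 and 31780 ± 3296, or 1.62 times. Thy1 (chromosome 9, 44043384 to 44048579) measured 30767 ± 4973 and 13949 ± 2184, or 2.21 times. Counts on these mouse genes can include reads of the human transgenes.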

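For Psen1 the 12 wild-type values ran from 1049 to 1276 and the 12 5xFAD values from 2250 to 2872. App ran from 26776 to 37806 and from 44670 to 61015, and Thy1 from 9709 to 18002 and from 23623 to 37918. None of the 3 ranges overlapped between genotypes. EdgeR with these genes kept gave log2 fold changes of 1.10 (standard error 0.043, adjusted p = 8.3e-14) for Psen1, 0.70 (0.056, 3.91e-08) for App and 1.14 (0.086, 1.26e-08) for Thy1. Two-sided permutation tests with 100000 resamples gave p = 1e-05, 3e-05 and 1e-05.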

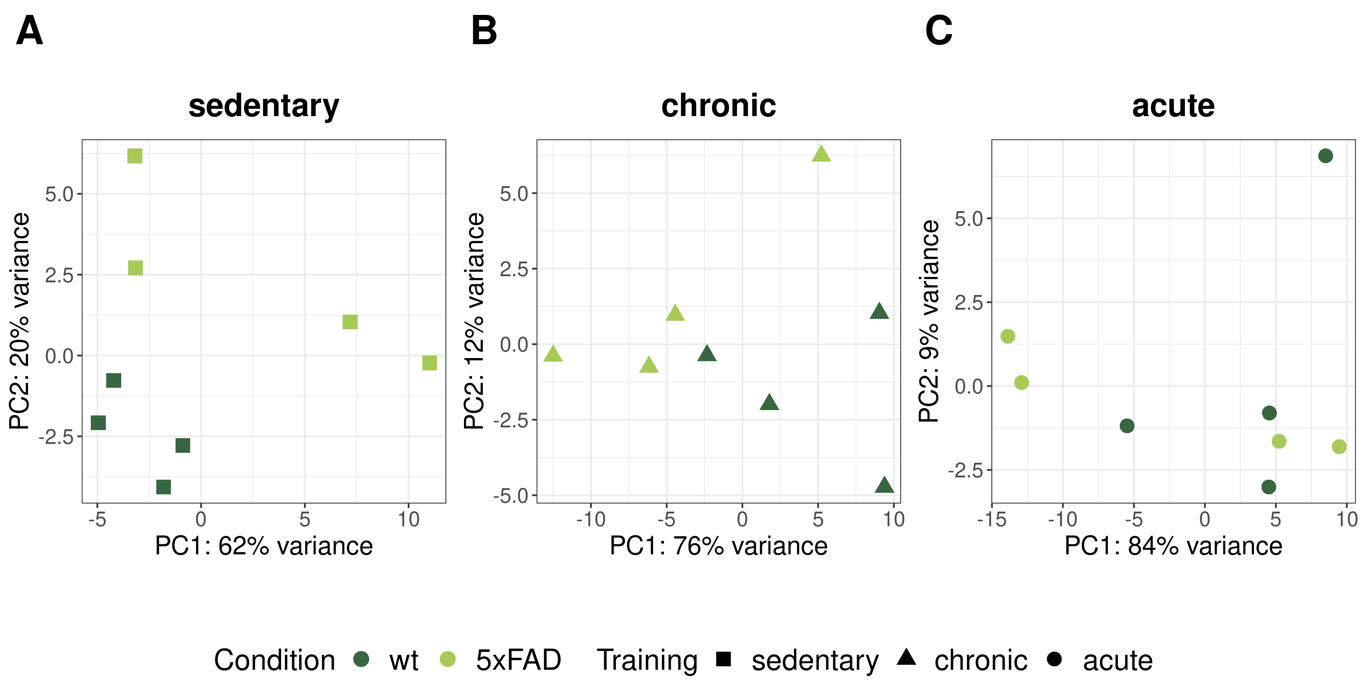

**Figure S2: Principal Component Analysis of normalized counts from training-specific groups.** Using principal component analysis, the highest variances within the gene counts corresponding to principal component 1 (PC1) and principal component 2 (PC2) were calculated and plotted for A) sedentary (n = 8), B) chronically trained (n = 8) and C) wild-type (n = 8) mice. In A), dark green dots represent wild-type samples, while light green dots correspond to 5xFAD mice. The shapes of the symbols and the colors show the different training groups. The corresponding legend is located on the bottom.

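Sedentary wild-type libraries lay between −5.87 and −1.84 on PC2 and sedentary 5xFAD libraries between 0.31 and 10.9, without overlap (n = 4 each). On PC1 they overlapped, at −7.66 to −1.14 in wild-type and −5.70 to 17.2 in 5xFAD mice. Chronic PC1 ran from −15.4 to 4.09 in wild-type and −7.76 to 19.4 in 5xFAD mice. Acute PC1 ran from −7.93 to 12.9 in wild-type mice and was −22.6, −20.8, 8.49 and 14.8 in 5xFAD mice. PC1 and PC2 held 59.6% and 20.7% of the variance in sedentary, 73.9% and 12.5% in chronic and 85.2% and 8.2% in acute mice.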

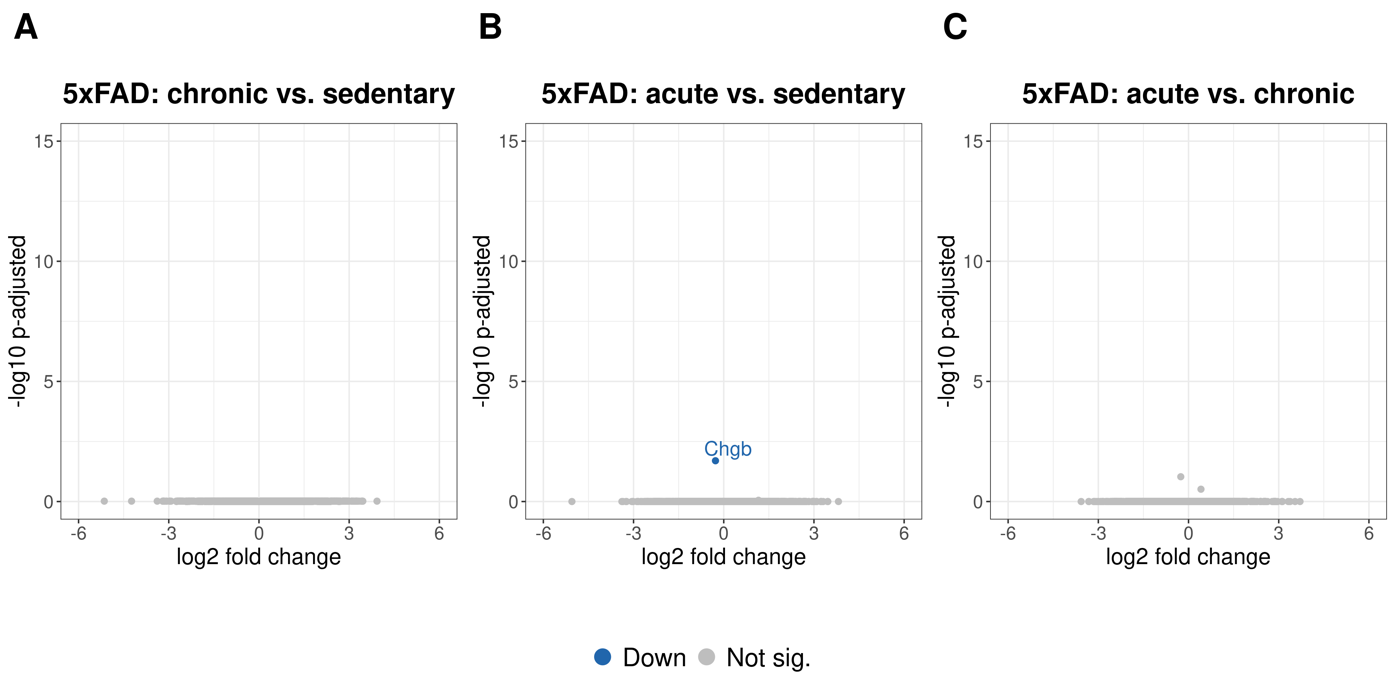

**Figure S3: Volcano plots of all pairwise contrasts of training groups in 5xFAD samples.** The volcano plots visualize the negative log10 of the adjusted p-value and the corresponding log2-fold change of the differential expression analysis between A) chronic training and sedentariness (n=3+3), B) acute training, and sedentariness and C) acute training and chronic training of 5xFAD mice. Each group consisted of four samples. Positive and negative log2-fold change values correspond to up- and downregulation in each comparison. Significant differentially expressed genes with an adjusted p-value < 0.05 are colored in blue, corresponding to upregulation. All non-significant genes are colored gray (see legend).

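Clec7a gave a log2 fold change of −0.72 (standard error 0.42, adjusted p = 0.787) in 5xFAD chronic against sedentary mice, and Itgax −0.96 (standard error 0.34, adjusted p = 0.787). None of the 30 genes of the disease-associated microglia list passed there by the all-gene p, and 11 were lower adjusted over the list alone. The list's median was −0.45 (camera adjusted p = 5.02e-15, adjusted p = 0.0743 with an estimated correlation). Its mean log2 CPM per library was 4.29 ± 0.14 in chronic and 4.73 ± 0.28 in sedentary mice (SD, n = 4), a difference of −0.43 (two-sided exact permutation test, p = 0.0571; the smallest p possible is 0.0286). Adjusted over 15 such tests p was 0.286. In 5xFAD acute mice the mean was 4.45 ± 0.28. Homeostatic microglia genes averaged 5.33 ± 0.049 in chronic and 5.45 ± 0.19 in sedentary mice (exact permutation test, p = 0.314). Antigen presentation genes had a median of −0.48 and 4 lower over the list alone (camera adjusted p = 1.22e-10, adjusted p = 0.0743 with an estimated correlation), and reactive astrocyte genes a median of −0.21 (camera adjusted p = 0.000229, adjusted p = 0.0743 with an estimated correlation). In 5xFAD acute against sedentary mice the disease-associated list had a median of −0.25 (camera adjusted p = 3.77e-09, adjusted p = 0.304 with an estimated correlation). The interaction of genotype with chronic against sedentary training had a median of −0.39 for that list (camera adjusted p = 3.42e-09, adjusted p = 0.656 with an estimated correlation).

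**Figure D5:**
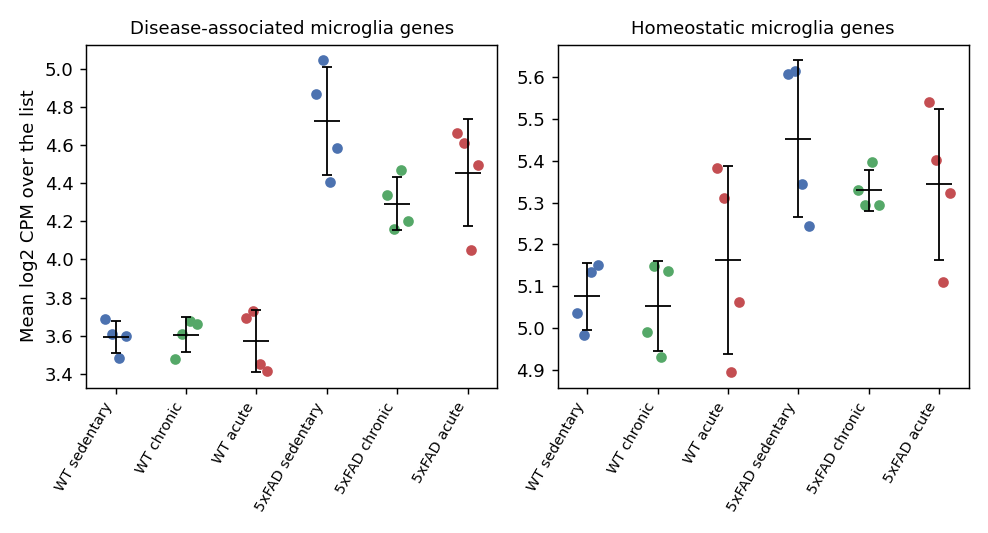
Mean log2 CPM (y axis) of the disease-associated and homeostatic microglia lists in each of the 24 libraries, by group (x axis), with mean and SD (n = 4). The disease-associated mean was 4.73 in 5xFAD sedentary and 4.29 in 5xFAD chronic mice.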

How the deposited data were processed for this re-analysis (not part of the article)

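The starting point was the deposited table of read counts per gene, which the authors made with featureCounts (Subread 1.6.2) from reads trimmed with BBDuk and aligned with STAR 2.7.0d to mm10. The paper names default options for single-end reads, which ignore the strand, while the kit is stranded and the reads paired, so counts of overlapping genes are uncertain. Of the 24 libraries, 5 came from merged runs and 1 from a down-sampled file. Library totals ran from 14514956 to 23095891 counts, and all per-sample columns of the table were used. Psen1, App and Thy1, which the transgenes contain, were removed before testing, as the authors did, and tested on their own with all genes kept.
Tests used R 4.3.3 and edgeR 4.0.16: filterByExpr on the 6 groups (minimum count 10, minimum total 15), TMM factors, estimateDisp, and the quasi-likelihood fit and F test with 1 mean per group over all 24 libraries. This gave 9 pairwise comparisons and 3 interactions of genotype with training, each adjusted over 15214 genes by Benjamini-Hochberg at 0.05. The standard error of a log2 fold change is its size over the root of F. Group values are counts divided by library size times TMM factor, times the mean library size. For the GC content and length offset, natural splines with 5 degrees of freedom of GC content and log length (GENCODE M21) were fitted per library to the deviation of log2 CPM (prior count 2) from the mean of all libraries. Principal components used DESeq2 1.42.0 (blind variance-stabilizing transformation, 500 most variable genes).
Gene lists, 44 in all, covered brain cell types, brain regions, immune, stress, activity and metabolic genes. They were written before the data were examined, but after the paper and its tables had been read, as were the comparisons and alternatives unless said otherwise. Lists were tested with camera of limma 3.58.1 (preset correlation 0.01, at least 5 genes tested), adjusted over the lists within a comparison. Genes listed by the study for its enriched terms were counted apart, since they were chosen on these samples. Named genes are, per comparison, the 6 higher and 6 lower with the smallest adjusted p below 0.05 whose groups do not overlap, the genes the paper names, up to 4 members per described list with the smallest p, and up to 4 listed genes per study term.
Alternatives were DESeq2 on all 24 libraries and on the compared groups, edgeR on the compared groups, RLE factors, no filter, a mean of at least 50 counts, the 3 transgene genes kept, limma-voom with quality weights, 1 surrogate variable (sva 3.50.0), replicate number as a block, the GC content and length offset, that offset with the block, and each library left out in turn. For lists they were an estimated correlation, fry, the offset and the block. Robust estimation and a run without the 6 merged or down-sampled libraries were added after the results were seen. Calls were also counted in all 35 ways of splitting 8 libraries 4 and 4, or in 100 random splits for an interaction.
The edgeR test was tested on data simulated with the library sizes, mean counts and dispersions of all 24 libraries. Genes were drawn independently and changed in wild-type acute libraries. Against wild-type sedentary libraries the test called 76 of 100 genes changed by 1 log2 unit, 33 of 100 changed by 0.5, and 7 other genes. With a GC trend added per library it called 69 and 18, and 80 and 33 with the offset. Camera and fry each called 2 of 2 changed lists and 0 of 37 unchanged ones. Left out were isoforms, splicing and the behavioral, blood and protein measures, which were not analysed here.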

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

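The tests of GC content and gene length as the whole cause, of the library numbers and of the disease-associated microglia pattern were chosen after the results were seen. For the smaller genotype difference in acute mice, the comparison set beforehand was replaced by another, as described there.

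Wild-type acute libraries differed from the other wild-type libraries, in edgeR on all 24 libraries mostly by lower counts of GC-rich genes. GC content and gene length bias between libraries may be part of this, since its offset kept 51.5% of the calls against sedentary and 24.5% against chronic mice, and the fold changes followed the PC1 loadings of 5xFAD libraries (Spearman 0.805 across genes), the axis that also parts mice within 5xFAD groups. As the whole cause it cannot be told apart in either comparison. Against sedentary mice 337 genes were called after the offset, and 0 in any other split of the 8 libraries. However, GC slopes part these 2 groups (−0.34 to −0.11 in acute, 0.014 to 0.29 in sedentary mice). A trend that the offset left or overcorrected would thus also peak in the real split. Higher genes after the offset had a median GC content of 58.6%, against 46.6% without it. Against chronic mice 352 genes were called, and 456 in the split that exchanged wild-type chronic 1 and wild-type acute 1. Library size (3 of 4 acute totals within the range of the others) is argued against, while another share of brain regions stays open (hypothalamus list, median −0.59, adjusted p = 0.836 with an estimated correlation and 0.0683 with the offset). A stress or activity response cannot be told apart. Of 3 lists 0 were higher, which had been set beforehand to count against it, but that bound left out a lowered list: immediate early genes had a median of −0.24 (camera adjusted p = 0.000195), and −0.11 (adjusted p = 0.0113) with the offset, though adjusted p = 0.678 with an estimated correlation. Glucocorticoid response and heat shock lists had medians near 0 (−0.043 and 0.004), which decides nothing. A library preparation batch that follows the library numbers cannot be told apart from the groups: genes lower in wild-type acute than in chronic mice after the offset had a median log2 fold change of −0.27 in 5xFAD sedentary against wild-type sedentary mice (quartiles −0.46 to −0.17, 244 of 256 below 0), and those libraries follow the numbers too.

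5xFAD acute mice showed fewer differences from wild-type acute mice than the other training groups did, with 5 calls against 74 and 120. This order did not hold in every setting: without the 6 merged or down-sampled libraries there were 22 calls in acute, 22 in chronic and 37 in sedentary mice. Chronic mice gave 4 with edgeR on the compared groups (acute mice 1), and 13 without wild-type chronic 2, 37 without wild-type chronic 4, 12 without 5xFAD chronic 3 and 5 without 5xFAD chronic 2 or 4, while leaving out 5xFAD acute 3 gave 14 in acute mice. Omitting wild-type chronic 1 or 5xFAD chronic 1 raised the chronic count to 260 or 619, omitting wild-type acute 3 or 5xFAD acute 2 left 3 in acute mice, and the sedentary count fell to 33, 24 or 36 without wild-type sedentary 1, 2 or 3 and to 34 or 42 without 5xFAD sedentary 1 or 2. Wild-type acute libraries may have moved toward 5xFAD values: the 42 genes higher in 5xFAD sedentary than in wild-type sedentary mice had a median of 0.12 in wild-type acute against chronic mice, with 29 above 0, a comparison that shares no library with the first. Against wild-type sedentary mice, whose libraries had helped select the genes, the median was 0.31 with 35 above 0. This was the comparison set beforehand, and 0.31 lay above the bound that was to argue against a move along the technical axis. Selection on the same libraries can raise that median, so the preset test decides nothing. The comparison with chronic mice was used in its place. Some of the 42 genes went the other way: Gfap measured 4184 ± 511 in wild-type acute and 5522 ± 658 in sedentary mice, and Trem2 208.6 ± 60.6 and 239.6 ± 25.6 (SD, n = 4 each). Lower genes numbered 32 in sedentary, 99 in chronic and 0 in acute mice, and 30 of the 32 were also lower in wild-type acute than in chronic mice (74 of 102 after the offset), which follows the library numbers as well as the groups. These values cannot tell a move of the 5xFAD genes from a move along the technical axis.

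Disease-associated microglia genes were lower in 5xFAD chronic than in sedentary mice by camera at its preset correlation, but not with an estimated one (adjusted p = 0.0743), with 0 genes called. GC content is argued against as the cause, since the list's median stayed at −0.39 after the offset. A lower share of microglia cannot be told apart (disease-associated minus homeostatic mean per library, exact permutation test, p = 0.0571), and chance remains a possible explanation, as the list's own mean gave p = 0.0571 in the exact permutation test over 70 splits.

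Calls were counted again over other splits of the same libraries. In wild-type acute against sedentary mice 1 of 35 splits, the real one, called as many as 334 genes, and the highest other called 0. For wild-type acute against chronic (957), 5xFAD against wild-type sedentary (74) and chronic mice (120), it was also 1 of 35 with 0 as the highest other. For 5xFAD against wild-type acute mice 2 of 35 splits called at least 5, and the split that exchanged wild-type acute 3 and 4 with 5xFAD acute 1 and 2 called 895. Wild-type and 5xFAD chronic against sedentary mice gave 0 in all 35 splits. For 5xFAD acute against sedentary mice the real split called 0, as few as any of 35, while grouping 5xFAD sedentary 2 and 3 with acute 3 and 4 exchanged called 7432. For acute against chronic 5xFAD mice the highest of 35 was 5807, with chronic 2 and 4 and acute 1 and 2 exchanged. Splits that call 5807 or more genes point to a structure of samples within the 5xFAD groups that training does not follow. For the interactions 6 of 100 splits called at least 1 gene (acute against sedentary, highest 8457) and 6 of 100 at least 8 (acute against chronic, highest 5851). All 100 called at least 0 for chronic against sedentary training (highest 0). By the bound set beforehand, these shares leave chance possible for both acute interactions.

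The interactions called 1 gene (Ier5l) and 8 genes (Mex3d, Amn, Fam43a, Ier5l, C1qtnf4, Scand1, Gm1673 and Pcsk1n), all of them lower in wild-type acute mice than in wild-type sedentary or chronic mice, with no call in 5xFAD mice. Wild-type sedentary and chronic libraries carry numbers 1 to 8 and all others 9 to 24. These calls thus follow the library numbers as well as genotype and training. Among 144 groups of 4 libraries over 24 measures, Dixon's ratio passed its 1-in-20 limit in 5, where 7.2 would by chance. In 5xFAD chronic 3 they were Itgax (ratio 0.893; 58.1 against 34.8 to 37.3), Mpeg1 (0.836; 1105 against 930 to 959) and Cd68 (0.895; 258 against 191 to 198). In 5xFAD acute mice Ccl6 was low in library 3 (0.941; 47.8 against 126.7 to 131.7) and Clec7a high in library 4 (0.905; 99.6 against 32.7 to 39.0).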

How the results depend on the processing

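The 2 settings robust estimation and leaving out the 6 merged or down-sampled libraries were added after the results were seen.

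Values below are counts of called genes that moved by more than 1.5 times, or came to or from 0, beside edgeR's wild-type acute against sedentary 334, wild-type acute against chronic 957, genotype sedentary 74, genotype chronic 120, genotype acute 5, interaction acute against sedentary 1, interaction acute against chronic 8, shared wild-type 279, shared genotype 33, overlap of acute genotype 5 (wild-type chronic against sedentary and all 5xFAD training comparisons 0), where genotype means 5xFAD against wild-type mice. DESeq2 on all 24 libraries called wild-type acute against sedentary 835 (213 higher, 622 lower), wild-type acute against chronic 1617 (380 higher, 1237 lower), 5xFAD acute against sedentary 1, genotype sedentary 141, genotype chronic 477, genotype acute 14, interaction acute against sedentary 45 (40 higher, 5 lower), interaction acute against chronic 186, shared wild-type 595, shared genotype 80 and overlap of acute genotype 13. DESeq2 on the compared groups only gave wild-type acute against sedentary 3836 (1976 higher, 1860 lower), wild-type acute against chronic 2031 (655 higher, 1376 lower), genotype sedentary 185 (75 higher, 110 lower), genotype chronic 432, interaction acute against sedentary 40, interaction acute against chronic 131, shared wild-type 1672 (479 higher, 1193 lower) and shared genotype 103. With edgeR on the compared groups only it was wild-type acute against sedentary 3361 (1742 higher, 1619 lower), genotype sedentary 48, genotype chronic 4 (4 higher, 0 lower), genotype acute 1, interaction acute against chronic 0, shared wild-type 787, shared genotype 4 (4 higher, 0 lower) and overlap of acute genotype 1. A mean of at least 50 counts gave genotype sedentary 49 (22 higher, 27 lower), genotype acute 3, interaction acute against chronic 16 and overlap of acute genotype 3. With RLE factors edgeR gave interaction acute against chronic 16. Without a filter it gave interaction acute against chronic 16. With Psen1, App and Thy1 kept there were genotype acute 8 and overlap of acute genotype 8. Quality weights in limma-voom gave wild-type acute against sedentary 6232 (2906 higher, 3326 lower), wild-type acute against chronic 3905 (1426 higher, 2479 lower), wild-type chronic against sedentary 5, genotype sedentary 137 (61 higher, 76 lower), genotype chronic 2658 (795 higher, 1863 lower), genotype acute 3, interaction acute against sedentary 14, interaction acute against chronic 350, shared wild-type 3110 (965 higher, 2145 lower), shared genotype 116 and overlap of acute genotype 3. Adding 1 surrogate variable gave wild-type acute against sedentary 106, wild-type acute against chronic 330, genotype sedentary 296 (136 higher, 160 lower), genotype chronic 204, interaction acute against sedentary 21, interaction acute against chronic 5, shared wild-type 94 and shared genotype 127. The GC content and length offset gave wild-type acute against chronic 352 (96 higher, 256 lower), wild-type chronic against sedentary 1, genotype sedentary 201, genotype acute 10, interaction acute against sedentary 43, interaction acute against chronic 33, shared genotype 72 and overlap of acute genotype 10. Without the 6 merged or down-sampled libraries edgeR called wild-type acute against sedentary 710, wild-type acute against chronic 239 (3 higher, 236 lower), genotype sedentary 37 (35 higher, 2 lower), genotype chronic 22 (7 higher, 15 lower), genotype acute 22, interaction acute against sedentary 0, interaction acute against chronic 29, shared genotype 7 (6 higher, 1 lower) and overlap of acute genotype 15. Robust estimation moved none of the 16. PC1 held 71.7% of the variance in all, 87% in 5xFAD and 68.5% in wild-type mice. With all genes with a non-zero total it held 49.0, 62.9 and 47.1, and with log2 counts 34.6, 44.9 and 35.9. On log2 CPM after the GC content and length correction it held 38.9, 49.2 and 44.2, a change of scale as well as of trend. Of 528 list tests camera called 198; with an estimated correlation it called 10 and fry called 24. Cell-type enrichment passed in 2 tests with edgeR's calls and 6 with DESeq2's. The median GC content of genes lower in wild-type acute against sedentary mice was 60.4%, and 56.0% with the offset. Transgene differences (3 of 3) and the count of named genes called (73 of 242) did not move.

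Samples share replicate numbers 1 to 4 across groups, but the data gave no sign that these numbers pair them. Over 60 pairs of libraries with the same number the median correlation was 0.029, against −0.024 in the 180 other pairs. Of 24 libraries, 7 fitted their own number best. Animal numbers in the labels run on across training groups under different replicate numbers. Pairing by animal number or litter was not tested. With the replicate block there were genotype chronic 250, interaction acute against sedentary 10, interaction acute against chronic 34 and shared genotype 51. The replicate block with GC content and length offset gave wild-type acute against chronic 367 (104 higher, 263 lower), genotype sedentary 183, genotype acute 9, interaction acute against sedentary 34, interaction acute against chronic 31, shared genotype 70 and overlap of acute genotype 9. No paired result stands in the text.

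Leaving out 1 library gave these ranges, with each library whose omission moved a count by over 1.5 times and the count without it. Wild-type acute against sedentary ran from 48 to 263, moved by wild-type sedentary 1 (62), 2 (71), 3 (176), 4 (184), wild-type acute 2 (48), 3 (172), 4 (166). Wild-type acute against chronic ran from 176 to 1922, moved by wild-type chronic 1 (1922), 2 (176), 4 (479), wild-type acute 2 (341), 3 (574), 4 (397). Genotype sedentary ran from 24 to 76, moved by wild-type sedentary 1 (33), 2 (24), 3 (36), 5xFAD sedentary 1 (34), 2 (42). Genotype chronic ran from 5 to 619, moved by wild-type chronic 1 (260), 2 (13), 4 (37), 5xFAD chronic 1 (619), 2 (5), 3 (12), 4 (5). Genotype acute ran from 3 to 14, moved by wild-type acute 3 (3), 5xFAD acute 2 (3), 3 (14). Interaction acute against sedentary ran from 0 to 2, moved by wild-type sedentary 1 (0), 2 (0), 3 (0), wild-type acute 1 (2), 2 (0), 3 (0), 4 (0), 5xFAD sedentary 1 (0), 3 (2), 5xFAD acute 1 (0), 2 (0). Interaction acute against chronic ran from 0 to 209, moved by wild-type chronic 1 (54), 2 (0), 3 (0), 4 (0), wild-type acute 2 (0), 3 (0), 4 (0), 5xFAD chronic 1 (209), 2 (0), 3 (0), 4 (0), 5xFAD acute 1 (0), 2 (0), 3 (53), 4 (130). Shared wild-type ran from 46 to 292, moved by wild-type sedentary 1 (61), 2 (70), 3 (155), 4 (172), wild-type chronic 2 (145), wild-type acute 2 (46), 3 (146), 4 (121). Shared genotype ran from 5 to 45, moved by wild-type sedentary 1 (14), 2 (13), 3 (20), wild-type chronic 2 (11), 4 (21), 5xFAD sedentary 1 (17), 4 (18), 5xFAD chronic 2 (5), 3 (10), 4 (5). Overlap of acute genotype ran from 3 to 12, moved by wild-type acute 3 (3), 5xFAD acute 2 (3), 3 (12). Moved by less than that were PC1 in all mice 69.4 to 73.8, in 5xFAD mice 84.6 to 90.4, in wild-type mice 64.1 to 74.5, lists called 177 to 213, median GC of lower calls 58.7 to 61.6, named genes called 56 to 77. The 4 comparisons and the interaction with 0 calls stayed at 0.

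Of 428 results of named genes the offset ended the call in 44 and added a call in 22. EdgeR on the compared groups ended it in 54 of 410. Leaving out 1 library ended it in 485 of 3944 and added it in 21. Each of these totals includes results with no call to lose, so the share of calls that ended was larger. Directions turned in few results. Cacng8 in wild-type acute against chronic mice turned to 0.228 with the GC content and length offset and to 0.228 with the replicate block and offset. Other turns were in lists, with camera's adjusted p and, after it, the range over the left-out libraries. The offset turned oxidative phosphorylation in wild-type chronic against sedentary mice (0.736), and cytosolic ribosome in 5xFAD against wild-type chronic mice (0.162) and in the interaction acute against chronic (0.443). Without wild-type acute 3, cerebellum turned in wild-type acute against sedentary mice (0.00158; 0.00158 to 0.999), genotype acute (0.125; 1.79e-09 to 0.125) and the interaction acute against sedentary (0.0307; 0.0042 to 0.539), and choroid plexus in genotype acute (7.4e-06; 7.4e-06 to 0.983). Without 5xFAD acute 4, oxidative phosphorylation (0.113; 5.74e-07 to 0.763) and ribosome (0.0545; 1.83e-08 to 0.763) turned in 5xFAD acute against sedentary mice. In acute against chronic 5xFAD mice oxidative phosphorylation turned without chronic 2 (0.972) or acute 2 (0.785), in a range of 9.26e-09 to 0.972. Ribosome turned there without chronic 2 (0.8), acute 1 (0.509) or acute 2 (0.508), from 1.52e-09 to 0.8, and proteasome without chronic 2 (0.997), from 0.00153. Ribosome in genotype acute turned without 5xFAD acute 1 (0.35) or 2 (0.323), from 1.78e-06 to 0.782. The cause of these moves was not tested.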

Differences from the paper's values

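Counts of called genes differed from the paper's, which DESeq2 on all 24 libraries matched each time. All settings named here were planned before the data were examined, and a count is said to differ when it is over 1.5 times larger or smaller.

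For wild-type acute against sedentary mice the paper gives 835 genes and edgeR 334; DESeq2 on all 24 libraries gave 835, every other planned setting differed (106 to 6232), and so did the count without any 1 library (48 to 263). For wild-type acute against chronic mice the paper gives 1617 and edgeR 957. DESeq2 on all libraries (1617) and on the compared groups (2031), the replicate block (1239), and leaving out wild-type chronic 1 (1922) or wild-type acute 1 (1144) did not differ; the other settings ran from 330 to 3905, and the other left-out libraries from 176 (wild-type chronic 2) to 886 (wild-type chronic 3). Shared by both, the paper gives 595 and edgeR 279; DESeq2 on all libraries (595) and edgeR on the compared groups (787) did not differ, and the rest (94 to 3110; 46 to 292 with 1 library left out) did.

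For 5xFAD against wild-type sedentary mice the paper gives 141 and edgeR 74. DESeq2 on all libraries (141) and the compared groups (185), limma-voom (137), the GC content and length offset (201) and the offset with the replicate block (183) did not differ. The other settings ran from 48 to 296, and leaving out 1 library gave 24 (wild-type sedentary 2) to 76 (5xFAD sedentary 3), all of which differed. For chronic mice the paper gives 477 and edgeR 120; DESeq2 gave 477 and 432, and leaving out 5xFAD chronic 1 gave 619, with the others from 4 to 2658. Shared genes were 80 in the paper and 33 in edgeR. DESeq2 (80 and 103), limma-voom (116), the offset (72) and the offset with the block (70) did not differ, and the remaining settings, from 4 to 127, did. For acute mice the paper gives 14 genes, 13 of them higher, and edgeR 5, all higher. DESeq2 on all libraries (14 and 13), the offset (10) and leaving out 5xFAD acute 3 (14) did not differ from either, nor did the offset with the block (9) from the 13; the others ran from 1 up.

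For Chgb in 5xFAD acute against sedentary mice the paper gives an adjusted p of 0.02 and edgeR 1; only DESeq2 on all 24 libraries (0.0201) did not differ, and leaving out 1 library gave 0.804 to 1. For acute against chronic mice the paper's adjusted p of 0.093 stands against 1 in edgeR, with 0.093 in DESeq2 on all libraries and 0.687 to 1 with 1 library left out. The 20,132 and 24,418 genes, the PCA shares, Chgb's fold changes and the share of lower genes did not differ with the transformation and edgeR test used throughout. Shares on PC1 did with log2 counts (34.6% in all mice and 44.9% in 5xFAD mice). They also did with log2 CPM after the GC content and length correction (38.9% and 49.2%). The share of lower genes did with edgeR on the compared groups or without 5xFAD chronic 2 or 4 (0% each).

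Statements in the paper also disagree with each other. The sentence on Chgb with an adjusted p of 0.093 names acute against untrained mice, as the sentence before it does, while the values are those of acute against chronic mice. A later sentence says Chgb was found earlier against chronic mice. The text gives PC1 as 70% and 90% of the variance, and the axes of the PCA figure read about 73% and about 88%, read by eye. Adjusted p-values of the enriched terms are printed with exponents that lack the minus sign. A legend counts 3 mice per group where the text has 4.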

Other observations

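Olfactory bulb genes were higher in 5xFAD acute than in 5xFAD chronic mice, with 0 of 12 called and a median log2 fold change of 0.26 (camera adjusted p = 0.00025, adjusted p = 0.036 with an estimated correlation). Its members with the smallest p were Shisa3 (0.95 ± 0.34, 1), Doc2g (0.57 ± 0.28, 1), Calb2 (0.35 ± 0.21, 1) and Eomes (0.70 ± 0.43, 1) (log2 fold change ± standard error, adjusted p). Ependymal genes, among them Tmem212 and Ccdc153 of motile cilia, were higher in 5xFAD acute mice, at a median of 0.45 against chronic (camera adjusted p = 2.86e-11, adjusted p = 0.0706 with an estimated correlation) and 0.38 against sedentary mice (camera adjusted p = 3.77e-09, adjusted p = 0.166 with an estimated correlation), with 0 of 11 called in either.

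Circadian clock genes had a median of 0.15 in 5xFAD acute against chronic mice (camera adjusted p = 0.000524, adjusted p = 0.217 with an estimated correlation). Over the list alone 5 were higher and 1 lower: Dbp, an output gene of the clock that overlaps Sphk2, gave 0.81 (standard error 0.24, adjusted p = 1), Ciart 0.57 (standard error 0.18, adjusted p = 1) and Arntl, of the opposite phase, −0.39 (standard error 0.11, adjusted p = 1). That call ended without 5xFAD acute 4 (adjusted p up to 0.0639). In wild-type acute against chronic mice Per2 was the 1 clock gene called, at 0.58 (standard error 0.16, adjusted p = 0.029), a call that ended without wild-type chronic 2, 3 or 4 or wild-type acute 3 or 4 (adjusted p up to 0.0964). Mean log2 CPM of the list differed by 0.11 between 5xFAD acute and chronic mice (exact permutation test, p = 0.2). Hours of sacrifice are not given per mouse; the paper states that the groups were killed in alternating order to avoid circadian effects.

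Hypothalamus genes were lower in wild-type acute against chronic mice (median −0.69, camera adjusted p = 0.00315, adjusted p = 0.704 with an estimated correlation and 0.00515 with the GC content and length offset), and cerebellum genes higher (median 0.51, camera adjusted p = 0.0076, adjusted p = 0.704 with an estimated correlation and 0.000254 with the GC content and length offset), a call that ended without wild-type acute 3 (adjusted p up to 0.927). In wild-type chronic against sedentary mice cerebellum genes had a median of −0.35 (camera adjusted p = 2.25e-06, adjusted p = 0.53 with an estimated correlation and 1.48e-06 with the GC content and length offset) and striatum genes 0.18 (camera adjusted p = 5.04e-06, adjusted p = 0.301 with an estimated correlation and 2.36e-06 with the GC content and length offset), with 0 genes called in either list. Choroid plexus genes in 5xFAD chronic against sedentary mice had a median of 0.23 (camera adjusted p = 0.0414, adjusted p = 0.689 with an estimated correlation and 0.181 with the GC content and length offset), a call that ended without 5xFAD sedentary 1 or 4 or 5xFAD chronic 3 (adjusted p up to 0.467).

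Comparisons added after the results were seen set 5xFAD sedentary and chronic mice against wild-type acute mice, which lie together in library numbers 9 to 24. EdgeR called 20 genes higher and 0 lower for the former, and 3 higher and 0 lower for the latter. Against wild-type sedentary mice the same 5xFAD sedentary libraries had 32 lower genes.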
